# Novel long non-coding RNAs associated with inflammation and macrophage activation in human

**DOI:** 10.1038/s41598-023-30568-1

**Published:** 2023-03-10

**Authors:** Avisankar Chini, Prarthana Guha, Venkat S. Malladi, Zibiao Guo, Subhrangsu S. Mandal

**Keywords:** Biochemistry, Genetics

## Abstract

Inflammation plays a central role in immune response and macrophage activation. Emerging studies demonstrate that along with proteins and genomic factors, noncoding RNA are potentially involved in regulation of immune response and inflammation. Our recent study demonstrated that lncRNA HOTAIR plays key roles in cytokine expression and inflammation in macrophages. The primary goal of this study is to discover novel lncRNAs that are crucial players in inflammation, macrophage activation, and immune response in humans. Towards this, we have stimulated THP1-derived macrophages (THP1-MΦ) with lipopolysaccharides (LPS) and performed the whole transcriptome RNA-seq analysis. Based on this analysis, we discovered that along with well-known marker for inflammation (such as cytokines), a series of long noncoding RNAs (lncRNAs) expression were highly induced upon LPS-stimulation of macrophages, suggesting their potential roles in inflammation and macrophage activation. We termed these family of lncRNAs as Long-noncoding Inflammation Associated RNA (LinfRNA). Dose and time dependent analysis demonstrated that many human LinfRNA (hLinfRNAs) expressions follow similar patterns as cytokine expressions. Inhibition of NF-κB suppressed the expression of most hLinfRNAs suggesting their potential regulation via NF-κB activation during inflammation and macrophage activation. Antisense-mediated knockdown of hLinfRNA1 suppressed the LPS-induced expression of cytokines and pro-inflammatory genes such as IL6, IL1β, and TNFα expression, suggesting potential functionality of the hLinfRNAs in cytokine regulation and inflammation. Overall, we discovered a series of novel hLinfRNAs that are potential regulators of inflammation and macrophage activation and may be linked to inflammatory and metabolic diseases.

## Introduction

Inflammation is a vital biological process associated with the immune response^1–3^. The immune system recognizes and removes injurious stimuli (e.g. bacterial and viral infections) and helps healing. Inflammation causes activation of immune cells such as monocytes, macrophages, T cells, and others and this induces production of inflammatory mediators such as cytokines and chemokines, to fight against infection. However, uncontrolled and chronic inflammation and dysregulation in macrophage activation contribute to many human severe diseases including sepsis, autoimmune disorders, atherosclerosis, metabolic diseases, neurological disorders and cancer^4–9^. Despite the extensive research and availability of a wide variety of drugs, many chronic and inflammatory diseases cannot be treated effectively. Therefore, finding novel therapeutic targets and discovering critical regulators of inflammation for developing effective therapeutic strategies becomes urgent.

Macrophage activation plays a central role in inflammation and immune response^10,11^. Macrophages are originally derived from bone marrow derived monocytes and then infiltrate through blood vessels to reach different tissues for protecting against different kinds of tissue damage and infections. Once reached to different tissue, macrophages differentiate into tissue specific resident macrophages such as Kupffer cells, microglia etc. Resting macrophages (M0 type macrophages) produce very low levels of cytokines and inflammatory mediators^10–12^. However, upon inflammation, tissue resident or recruited macrophages (from circulatory macrophages) gets activated by different types of inflammatory mediators and differentiate into M1 (pro-inflammatory or killer macrophage) and M2 (ant-inflammatory or healing macrophages) type of macrophages^10–13^. M1 macrophages secrete various cytokines, chemokine and pro-inflammatory signals and induces inflammatory response and that helps removing pathogenic infection and phagocytosis. M2-macrophages secrete high levels of anti-inflammatory cytokine (such as IL4, IL10, IL13, etc.) and helps wound healing and tissue regeneration. Under chronic inflammation macrophages cause tissue damage and metabolic reprogramming contributing toward chronic metabolic diseases such as obesity, diabetes, cardiovascular diseases, neurological disorder, and multiorgan failure.

Inflammation and immune signaling follow complex pathways involving various genomic and protein-based factors (e.g. cytokines, interferons, etc.)^14–18^. However, emerging evidence suggests that along with proteins, noncoding RNAs (ncRNAs) are key players in the immune response and inflammation^19–25^. For example, miR-155 is induced upon inflammation via targeting IκB in NF-κB activation^26,27^. Similar to microRNAs, Lethe, a long noncoding RNA (lncRNA), is induced upon TNFα stimulation and it inhibits NF-κB by interacting with RelA (P65) subunit of active NF-κB^28^. LincRNA-Cox2 inhibits interferon-stimulated genes and chemokines in resting macrophages (M0)^29^. LncRNA P50-associated COX-2 extragenic RNA (PACER) has been reported as a regulator of NF-κB signaling and PTGS2 (COX-2) expression^30^. LncRNA THRIL has been reported a negative feedback regulator of TNFα. The lncRNA NEAT1 (Nuclear enriched abundant transcript 1), is involved in controlling the heterochromatin structure formation and virus medicated pathogenesis and immunity^31^.

Recently, we discovered that lncRNA HOTAIR plays a critical role in inflammation^32,33^. Notably, HOTAIR, is one of the most well-studied LncRNAs, which regulates gene silencing via coordination with PRC2 and LSD1 complexes^34–37^. Our studies showed that, beyond its classical roles in gene silencing, HOTAIR regulates the expression of proinflammatory cytokines, glucose transporter, glucose uptake, and glucose metabolism in macrophages during inflammation and this is mediated via regulation of NF-κB activation. Taken together, our findings demonstrated the critical roles of HOTAIR in inflammation, macrophage activation, and immune response^32,33^. Thus, LncRNAs appear to be integral component of inflammation and immune response. Here we aimed to discover novel LncRNAs that are critical regulators of inflammation and immune signaling in humans in an unbiased manner and explored their potential functions and regulations. For discovering human specific LncRNAs associated with inflammation, we used macrophages derived from THP1 cells (monocytes, human acute leukemia cells). Notably, THP1-derived macrophages are widely used as a model cell line^38–40^ for human macrophages for studying inflammation and immune response.

## Materials and methods

### Cell culture, macrophage differentiation, and treatment with Lipopolysaccharide (LPS)

Human acute leukemia cells (THP1, monocyte, ATCC) were cultured and maintained in T75 cell cultured flasks using RPMI-1640 media, supplemented with 10% heat-inactivated FBS (fetal bovine serum), 2 mM L-glutamine, 100 units/mL penicillin and 0.1 mg/mL streptomycin) in a humidified incubator with 5% CO_2_ and 95% air at 37 °C^41–43^.

### Differentiation of THP1 cells (monocytes) into macrophages

THP1 cells were grown in 60 mm cell culture plate using complete RPMI-1640, treated with 25 nM of Phorbol 12-myristate 13-acetate (PMA, stock solution in DMSO) for 48 h^42,43^. Media was replaced with complete RPMI-1640 medium without PMA and incubated for additional 24 h for the recovery and this resulted in differentiated THP1-derived macrophage (THP1-MΦ). Notably, THP1 monocytes grow in suspension, however, after differentiation into macrophages, they become adherent. THP1-MΦ were further characterized by immunostaining for expression of surface antigens (such as CD68).

### LPS-treatment

3 × 10^6^ cells THP1 cells were seeded in 60 mm cell culture dishes, differentiated into THP1-MΦ using PMA (as above) and then treated with LPS (1.0 μg/mL, Invivogen) for 4 h (or varying dose or time periods) and subjected to RNA and protein extraction, and immunostaining, as needed^32,33^.

### RNA-sequencing (RNAseq) analysis

#### RNA extraction

Total RNA was extracted from cells cultured in 60 mm dish using RNeasy RNA extraction kit (Qiagen) following the manufacturer’s protocol. The final RNA was eluted and quantified using nanodrop spectrophotometer. Prior to making the libraries, RNA concentration was again measured on a Qubit 4.0 Fluorometer (Thermo Fisher Scientific, USA) using Qubit RNA BR Assay Kit (Cat# Q10210, Thermo Fisher Scientific, USA). RNA quality was assessed on an Agilent Biotechnologies 4200 TapeStation (Agilent Technologies, USA) using RNA ScreenTape (Cat# 5067–5576), and average RIN was 8.7.

#### *Library preparation and transcriptome sequencing*^44–46^

The input for library construction was 500 ng of total RNA which was delivered in a 10 µL volume. Then total RNA samples (500 ng) were hybridized with Ribo-Zero Gold to substantially deplete cytoplasmic and mitochondrial rRNA from the samples. Stranded RNA sequencing libraries were prepared as described using the Illumina TruSeq Stranded Total RNA Library Prep Gold kit (Cat# 20020598, Illumina, USA) with IDT-for Illumina TruSeq RNA UD Indexes (Cat# 20023785, Illumina, USA). The average insert size of libraries constructed with the TruSeq Stranded Total RNA Library Prep Kit was 200 bp. Purified libraries were qualified on an Agilent Technologies 4200 TapeStation using a D1000 ScreenTape assay (cat# 5067–5582). The molarity of adapter-modified molecules was defined by quantitative PCR using the Kapa Biosystems Kapa Library Quant Kit (Cat#KK4824, KAPA). Individual libraries were normalized to 1.30 nM in preparation for Illumina sequence analysis. Sequencing libraries (1.3 nM) were chemically denatured and applied to an Illumina NovaSeq flow cell using the NovaSeq XP chemistry workflow (Cat# 20021664, Illumina, USA). Following transfer of the flow cell to an Illumina NovaSeq instrument, a 2 × 151 cycle paired end sequence run was performed using a NovaSeq S4 reagent Kit (Cat# 200122866, Illumina, USA).

#### *Analysis of RNA-seq data*^47,48^

Reads with phred quality scores less than 20 and less than 35 bp after trimming were removed from further analysis using trimgalore (v0.4.1). Quality-filtered reads were then aligned to the reference genome using the HISAT (v 2.0.1) PMID: 27560171) aligner using default settings and marked duplicates using Sambamba (v0.6.6) (PMID: 25697820). Aligned reads were quantified using ‘featurecount’ (v1.4.6) (PMID: 30783653) per gene ID against GENCODE (PMID: 30357393). Differential gene expression analysis was done using the R package edgeR (v3.10.5) (PMID:19910308)^49,50^. Cutoff values of absolute fold change greater than 2.0 and FDR ≤ 0.05 were then used to select for differentially expressed genes between sample group comparisons.

#### *RNA extraction, cDNA synthesis, and real-time PCR*^32,33^

Total RNA was extracted from the control and treated THP1-MΦ cells using TRIzol™ Reagent (Invitrogen) according to the manufacturer’s instructions. Briefly, supernatant from the cell culture plates were discarded after treatment, then 500 μL of Trizol reagent were directly added into the plate containing cells, incubated for 10 min. Cell lysate was harvested into 1.5 mL Eppendorf tube and further incubated on ice for 30 min with occasional mixing. Chloroform (100 μL, one fifth volume of Trizol reagent) was added to the cell lysate, mixed, incubated (15 min, on ice) and then centrifuged at 12,000 rpm for 15 min (at 4 °C). The top aqueous layer was collected carefully, mixed with equal volume of isopropanol (10 min, rt) and centrifuged at 12,000 rpm (10 min, at 4 °C). The precipitated RNA pellet was washed with 70% ethanol (ice cold), air dried, and finally the RNA was dissolved in 50 μL of RNase-free water (DEPC treated, Sigma) and quantified using a Nanodrop spectrophotometer.

#### cDNA synthesis

cDNA synthesis (reverse transcription) was performed in two steps, RT1 and RT2. In RT1, 1 μg of total RNA was mixed with 0.6 μL of oligo (dT)_15_ primer (Promega, 500 μg/mL stock) and RNase free water to a final volume of 12 μL, and incubated for 15 min at 70 °C. In RT2, 5 μL of 5 X M-MLV RT Buffer (Promega), 2 μL of DTT (10 mM DTT stock in nuclease free water), 0.25 μL of dNTP Mix (40 mM stock, Promega), 0.25 μL of RNase Inhibitor (40 U/μL, Promega), 0.5 μL of M-MLV Reverse Transcriptase (200 U/μL, Promega) was mixed with nuclease free water to a final volume of 13 μL and then combined with RT1 (after the initial incubation). For the cDNA synthesis, the RT1 and RT2 mix (total volume 25 μL) was incubated for 90 min at 37 °C, followed by 5 min incubation at 95 °C, and then at 4 °C (final hold), in a thermocycler. Finally, the cDNA was diluted in nuclease free water to a final volume of 100 μL.

#### qPCR analysis

The qPCR was performed in CFX96 real-time detection system (Bio-Rad), using iTaq Universal SYBR Green Supermix (Bio-Rad) with gene specific PCR primers as listed in Table 1. In brief, 2 µL of cDNA (template) was mixed with 1 µL of gene specific primer pair (0.5 µM final concentration for both forward and reverse), 3 µL of iTaq Universal SYBR Green Supermix, and nuclease free water to a final volume of 10 µL. The polymerase chain reaction was programmed for an initial denaturation at 95 °C for 2 min and in-loop denaturation at 95 °C for 5 s, both annealing and polymerization combined for 30 s at 58 °C for 39 cycles. The threshold fluorescence (RFU) was determined by the CFX96 real-time detection system (Bio-Rad) software. The threshold cycles (C_t_) of each expression data were normalized to the corresponding β-Actin expression and expressed as 2^(−ΔCt)^. Each qPCR analysis was performed in three parallel replicates and the experiment was repeated thrice.

**Table 1:** qPCR Primer sequences Forward (5′-3′) Reverse (5′-3′).

Gene	Forward (5’ → 3’)	Reverse (5’ → 3’)
Gene specific qPCR primers		
β-Actin	CTCTTCCAGCCTTCCTTCCT	AGCACTGTGTTGGCGTACAG
IL6	GAAAGCAGCAAAGAGGCACT	TTTCACCAGGCAAGTCTCCT
IL1β	AAGGCGGCCAGGATATAACT	CCCTAGGGATTGAGTCCACA
ACOD1	GGTTTTCTCCAGTGCCCATA	CAACTTGCCAAGCTTCAACA
IDO1	TCAGTGCCTCCAGTTCCTTT	CCTGAGGAGCTACCATCTGC
TNFAIP6	CAACTCTGCCCTTAGCCATC	AAGCTCACCTACGCAGAAGC
CXCL11	TGGGATTTAGGCATCGTTGT	CCTGGGGTAAAAGCAGTGAA
DLL4	ACAGTAGGTGCCCGTGAATC	GCGAGAAGAAAGTGGACAGG
ADORA2A-AS1	TCATGGTGAAGGGTGATGAA	GCTCAGAAAGCTTGGACACC
AC007362.3	GGCTTTGGATGGTTGAAGAG	TCCCCTAAGCTCCTTCCTGT
AP001610.5	GCACGTTCTCTCCCCAAATA	CTTCAGGTGGAACACGAGGT
RP11-519G16.3	GGGAAATTCCATGGTTTCCT	GGGTCCTCAAATCAGCTGTC
RP1-68D18.4	GCGCTGTGGTCCAATAGACT	CCAGAGGACAAAAGGCAAAA
Antisense oligonucleotides (ASO) and Scramble oligonucleotide sequences (5′-3′)		
hLinfRNA1– ASO1	GGCAGATCTCTTCACTCCAGA	
hLinfRNA1 –ASO2	TTCGTAGACAAGCATGTGGTG	
hLinfRNA1 –ASO3	TCTTCCTCGGTAGTCCTGTGA	
Scramble oligo	TCCATGGCCAACACTTGTCA	

#### *Protein extraction and western blot analyses*^32,33^

The cells were washed twice in ice-cold PBS, mixed with RIPA cell lysis buffer (Thermo Fisher), complete protease inhibitor cocktail (1 X), and phosphatase inhibitor (1X) cocktail (Roche) and incubated 30 min on ice. The resulting cell lysates were centrifuged at 13,000 rpm at 4 °C for 10 min. The supernatant was collected, and protein was quantified using BCA protein assay kit (Pierce). For the Western blot, 30 μg protein was loaded onto 10% SDS-PAGE gels, transferred to nitrocellulose membrane, and blocked with 5% nonfat dry milk (in 1 X TBST). Membranes were washed (thrice, 1 X TBST, 5 min each), incubated with primary antibodies against Phospho-IκBα (1:1000 dilution, 2859S, Cell Signaling), Phospho-p65 (NF-κB subunit, 1:1000 dilution, 3033S, Cell Signaling), IκBα (1:1000 dilution, 4814 T, Cell Signaling), p65 (1:1000 dilution, 10745-1-AP, Proteintech), IL6 (1:1000 dilution, GTX110527, GeneTex), ACOD1 (1: 1000 dilution, 775010S, Cell Signaling), and IDO1 (1:1000 dilution, 13268-1-AP, Proteintech), IL1 β (16806-1-AP, Proteintech) and β-actin (1:1000 dilution, A2066, Sigma) overnight at 4 °C. Membranes were washed (thrice) and incubated with AP-conjugated Goat anti-mouse (# ab97020, Abcam) or goat anti-rabbit secondary (# ab6722, Abcam) antibodies for 2 h. Membranes were washed (thrice) and developed with BCIP-NBT (Alkaline phosphatase substrate) solution. For ECL Western blot, we used Horseradish peroxidase conjugated goat Anti-Mouse (# ab6789, Abcam) or goat Anti-Rabbit (# ab6721, Abcam) secondary antibodies and developed with developed using Pierce ECL western blotting substrate in LI-COR C-Digit blot scanner. Bands were quantified with ImageJ software and plotted.

#### *NF-κB inhibition assay*^32,33^

THP1 cells (3 × 10^6^) were seeded in 60 mm cell culture dishes and differentiated into macrophages (THP1-MΦ, using PMA as above). After differentiation, cells were initially treated with IKKβ inhibitor (SC-514, 25 μM, Sigma) for 1 h (to inhibit NF-kB signaling) followed by treatment with LPS (1 μg/mL) for 4 h. RNA and proteins were isolated and analyzed by RT-qPCR and Western blotting. For the phospho-protein analysis, cells were harvested at 1 h post LPS-treatment and proteins were isolated and probed for Western blotting.

#### Immunofluorescence microscopy analysis

THP1 cells were seeded on cover slips and differentiated into macrophage (THP1-MΦ), fixed in 4% paraformaldehyde (PFA, 10 min at rt), washed (1 X PBST, thrice 5 min each), permeabilized with 0.1% triton X100 (15 min, 1 X PBST, rt), and blocked with 3% BSA (in 1XPBST for 1 h). The cells were then incubated with mouse anti-human CD68 primary antibody (# 14-0688-82, Invitrogen, 4 h, rt). Cells were washed 3 times with PBST followed by incubation with FITC-conjugated goat Anti-Mouse (# 6785, Abcam) secondary antibodies for 1 h at RT. DAPI was added to the cells with a final concentration of 1 μg/mL and incubated for 15 min. Finally, the cells were washed 3 times with PBST and fixed with mounting media on a slide and analyzed under a fluorescence microscope (Nikon ECLIPSE TE2000-U).

### Antisense-mediated knockdown of hLinfRNA1

THP1 cells (1 million/well) was seeded in a 6-well plate and differentiated into THP1-MΦ cells using PMA (as described above). The media was exchanged with fresh complete RPMI prior and then subjected to transfection with LinfRNA1-specific and scramble antisense oligonucleotide (ASO) using similar protocols described earlier^51–53^. Briefly, transfection cocktail was prepared by mixing 1.5 μg of ASO (diluted with 100 μL of 1X transfection buffer) with 3 μL of transfection reagent (GeneMute, SignaGen) at room temperature for 15 min. The cocktail was added to the cells dropwise and gently mixed throughout the well by swirling. After 5 h of incubation, the cultured media was replaced by 2 mL of complete media and cells were further incubated for 43 h, then treated with LPS (1 μg/mL) and incubated for additional 4 h. Control and transfected cells were harvested and subjected to RNA purification using Trizol reagent. RNA was reverse transcribed and subjected qPCR analysis using primers specific to hLinfRNA1 and others. Human beta-actin was used as loading control.

### Statistical analysis

Each experiment was performed three times with at least three replicates (n = 3) independently. Data are presented as means ± SEM. All Statistical significance was calculated by unpaired Student’s t test (GraphPad Prism 6), and *P *≤ 0.05 was considered statistically significant.

## Results

### Differentiation of THP1 cells into corresponding macrophages and analyzing their inflammatory response

To discover LncRNAs that are associated with inflammation and immune response in an unbiased manner, we performed RNA-seq analyses in human THP1 derived macrophage (THP1-MΦ) cells that were stimulated with LPS. Prior to LPS stimulation, THP1 cells were differentiated in macrophages as described previously^42,43^. Briefly, the THP1 cells were treated with 25 nM PMA for 48 h followed 24 h recovery. The differentiation of THP1 cells into macrophages (THP1-MΦ) were confirmed by analyzing the expression of macrophage specific surface marker antigen (CD68) using immunofluorescence microscopy (Fig. 1A). Briefly, THP1-MΦ were immune-stained with anit-CD68 antibody followed by immunostaining with FITC- tagged secondary antibody. The immuno-fluorescence microscopic analysis showed that CD68 is expressed at the membrane surfaces suggesting successful differentiation of the THP1 monocytic cells into macrophages. We also examined the inflammatory response of control (undifferentiated THP1) with differentiated THP1-MΦ. Briefly, undifferentiated THP1 and THP1-MΦ were independently treated with endotoxin lipopolysaccharide (LPS, 1 µg/mL, 4 h) and then expression of well-known pro-inflammatory markers such as interleukin 6 (IL6) and IL1β were analyzed using RT-qPCR. Our analysis showed that, LPS treatment induced the expression of both IL6 (250-fold) and IL1β (sixfold) mRNA in THP1-MΦ macrophages (Fig. 1B). However, LPS has no significant impacts on IL6 and IL1β expression in undifferentiated THP1 (monocytes) cells. These observations further demonstrated that PMA treatment indeed resulted in differentiation of THP1 cells (monocytes) into corresponding macrophages (THP1-MΦ) and macrophages are responsive to inflammatory stimuli such as LPS-treatment. Notably, the THP1 cells (monocytes) that grew in suspension culture became adherent upon differentiation to macrophages with PMA. Any nonadherent cells were removed during media replacement and the differentiated THP1-MΦ were used for the further experiments.

**Figure 1:**
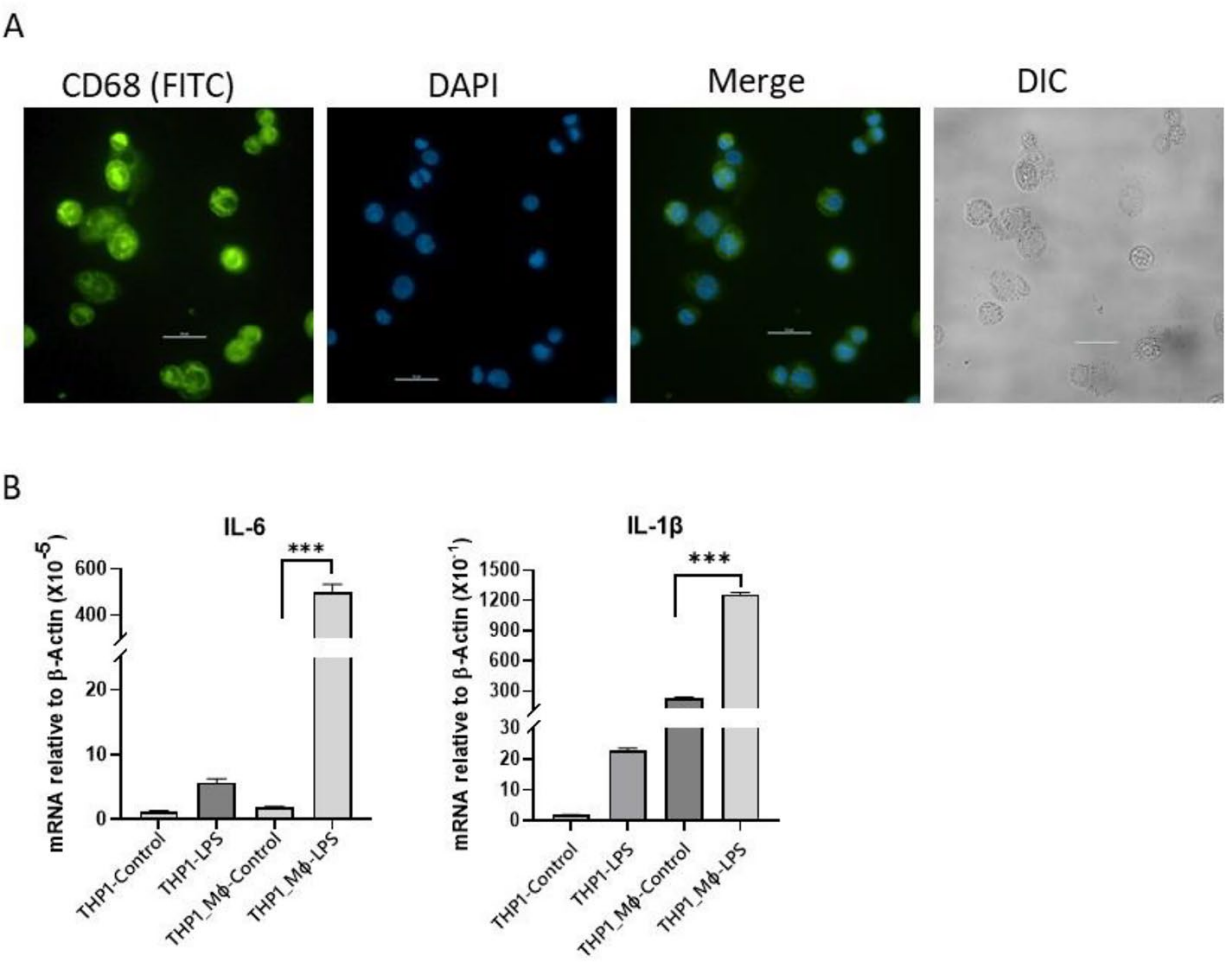
PMA induced differentiation of THP1 monocytes into macrophages (THP1-Mɸ) and their response to LPS-stimulation. (**A**) THP1 cells (monocytes) were differentiated using PMA (25 nM, 72 h) on a coverslip (35 mm cell culture plate). Cells were immuno-stained with CD68 antibody (mouse) followed by FITC-conjugated secondary antibodies, counterstained with DNA binding dye DAPI, mounted, and analyzed under a fluorescence microscope. Images taken at 40X resolution (bar = 50 μm). (**B**) LPS-stimulation of THP1 (monocytes) and THP1-Mɸ. THP1 and THP1-Mɸ cells were treated with LPS (1 μg/mL, 4 h) independently, total RNA was isolated, reverse transcribed to cDNA, and analyzed by RT-qPCR for expression of IL-6 and IL-1β. Each experiment was repeated at least thrice with three parallel replicates. β-Actin was used as loading control. Data represent mean ± SEM (n = 3); *p < 0.05, **p < 0.001, ***p < 0.0001.

### RNA-seq analysis to identify LncRNAs associated with inflammation

To identify LncRNAs associated with inflammation, we performed RNAseq analysis in THP1-MΦ that were stimulated with LPS. 

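THP1 is an established human monocytic leukemia cell line, and THP1-MΦ are THP1 cells differentiated with the phorbol ester PMA. By the paper's methods, the sequenced cells had been kept in 25 nM PMA for 48 h and left to recover for 24 h. The deposited labels call the cells monocytes in places, and the paper's THP1-MΦ was used here for every library. LPS, a component of the bacterial outer membrane, was given at 1 µg/mL for 4 h to 3 cultures, and 3 control cultures received none. No label pairs a control culture with an LPS-treated culture, so the groups were compared without pairing. The authors trimmed the reads, aligned them with HISAT, marked duplicates with Sambamba and counted fragments per gene name with featureCounts. The deposited values are expected counts without normalization, in which a fragment that maps to several places adds a fraction to each gene. The recorded command ignored marked duplicates and counted without regard to strand, although the libraries were stranded, so counts of genes that overlap on opposite strands can be mixed. Totals on genes were between 12012889 and 16054062 counts in the control libraries and between 13419904 and 22783168 in the LPS libraries. For the comparison, counts were rounded, genes with too few counts were removed with edgeR's filterByExpr, and libraries were scaled with edgeR's TMM factors, which lay between 0.827 and 1.158. The remaining 17223 genes were tested with edgeR's quasi-likelihood F-test, and p-values were adjusted over all of them with the Benjamini-Hochberg method. Levels are given as CPM, which are counts scaled by edgeR to a common library total. A gene with 3 counts or fewer in a library was taken as at the floor, which was between 0.148 and 0.271 CPM, and a fold change against a group at the floor is given as a lower bound. The fragments are not tagged as molecules, so this floor covers counting error only. Between replicates the median variance was 22.8 times the mean. A wider floor of 3 groups of fragments, with the group size of each library read from its share of zeros, is therefore given beside the first, and it was chosen after the data were seen. With 3 cultures against 3 there are 10 splits, so an exact permutation test of a single gene cannot pass the 0.05 threshold.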

Briefly, THP1-MΦ cells were treated with LPS (1 µg/mL, 4 h). RNA was isolated from control (untreated) and LPS-treated THP1-MΦ, quantified and subjected to RNAseq analysis. Briefly, total RNA from the control and LPS-treated THP1-MΦ isolated and subjected to ribodepletion using RiboZero Gold kit to substantially deplete cytoplasmic and mitochondrial rRNA from the samples. Stranded RNA sequencing libraries were prepared using the Illumina TruSeq Stranded Total RNA Library Prep Gold kit and the average insert size of libraries constructed was 200 bp. Purified libraries were qualified, normalized (to 1.30 nM), and then applied to RNAseq analysis using Illumina NovaSeq instrument. Data analyses were performed at the UT Southwestern’s bioinformatics core facility and differentially expressed genes were compared and plotted. These analysis demonstrated that LPS-stimulation of THP1-MΦ resulted in upregulation of many well-known markers of inflammation, these include proinflammatory cytokines IL6 (interleukin 6), TNFα (tumor necrosis factor alpha), CXCL (chemokines), CL(chemokines), and others^54,55^ (Fig. 2). Additionally, we also found up- and down-regulation of many protein coding genes such as ACOD1 (aconitate decarboxylase 1)^56,57^, IDO1 (Indoleamine 2,3-Dioxygenase 1)^58–60^, and others (Fig. 2) under LPS treatment conditions suggesting their potential association with inflammation and immune response. 

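IL6, on chromosome 7 of GRCh38 from 22725884 to 22732002, had 0 counts in every control and 398, 297 and 186 counts in the LPS libraries. Its level with LPS was 19.7 ± 2.93 CPM (SD, n = 3), which is at least 100.1-fold higher (edgeR adjusted p = 2.00e-05), or at least 4.24-fold higher with the floor of 3 groups of fragments. TNF, on chromosome 6 from 31575567 to 31578336, had 3, 0 and 1 counts in the controls and 668, 657 and 521 counts with LPS. At 43.4 ± 9.18 CPM (SD, n = 3) it was at least 221-fold higher (edgeR adjusted p = 1.27e-06), and at least 9.35-fold higher with the wider floor. TNF is listed on 8 sequences of the assembly, so its fragments could be shared between copies. IL1B, on chromosome 2 from 112829751 to 112836903, rose from 21.8 ± 4.08 to 4726 ± 13.9 CPM (SD, n = 3), a log2 fold change of 7.76 (standard error 0.16, edgeR adjusted p = 8.49e-11). For the chemokine CXCL8 the levels were 47.5 ± 10.5 and 5563 ± 574 CPM (SD, n = 3), a log2 fold change of 6.87 (standard error 0.19, edgeR adjusted p = 4.98e-10). CXCL10 had a log2 fold change of 9.24 (standard error 0.70, edgeR adjusted p = 1.88e-06). That value rests on 1 library, because CXCL10 had 7, 71 and 0 counts in the controls. Among the alternatives tried on it, leaving out control replicate 2 moved it most, to a log2 fold change of 11.89. CCL20, with 56, 124 and 0 counts in the controls, had a log2 fold change of 8.61 (standard error 0.72, edgeR adjusted p = 4.19e-06). It also depends on single controls, with 9.51 without control replicate 2 and 8.06 without control replicate 3. Over all chemokine ligand genes, 20 of the 23 that had enough counts to be tested were raised past the threshold, though fragments of near-identical copies such as CCL4 and CCL4L2 could be shared. The median of their fitted log2 fold changes was 7.55 with the genes at the floor placed at their bound.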

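ACOD1, on chromosome 13 of GRCh38 from 76948497 to 76958642, had 0 counts in every control and 8650, 5488 and 4497 counts in the LPS libraries. Its level with LPS was 417 ± 10.1 CPM (SD, n = 3), at least 2121-fold higher (edgeR adjusted p = 1.07e-09), or at least 89.9-fold higher with the floor of 3 groups of fragments. IDO1, on chromosome 8 from 39902275 to 39928444, had 0 counts in every control and 7037, 6086 and 3934 counts with LPS. At 389 ± 65.5 CPM (SD, n = 3) it was at least 1978-fold higher (edgeR adjusted p = 3.36e-09), and at least 83.8-fold higher with the wider floor. Of 12831 protein coding genes tested, 1172 were raised and 729 were lowered past the threshold. In 86 of the raised genes every control was at the floor. HS3ST1 had the lowest fitted change of all tested genes, with 142, 336 and 52 counts in the controls and 0 counts with LPS. It was at least 49.6-fold lower (edgeR adjusted p = 8.01e-04), but at least 2.36-fold lower with the wider floor. Its counts were highest in control replicate 2, without which the log2 fold change was -9.63 in place of -10.34 (standard error 1.47). HS3ST1 kept the call under all 15 alternatives that tested it. PROC, with 192, 163 and 128 counts in the controls and 0 counts with LPS, was at least 48.7-fold lower (edgeR adjusted p = 3.81e-04), or at least 2.32-fold lower with the wider floor. Genes at 0 counts in one group have no order among themselves, because their fitted changes depend on the prior count.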

Notably, ACOD1, also known as IRG1 (immune responsive gene 1) is previously implicated in inflammation and immune response)^56,57^. Similarly, IDO1, a heme-based enzyme, is a well-known player in tryptophan catabolism and inflammation^61–64^. IDO1 is upregulated in inflammatory diseases and is a major drug target for immunotherapy. Thus, LPS-induced upregulation of cytokines and well-known proinflammatory genes suggested the potential functionality of other novel genes that are identified based on our RNAseq analysis.

**Figure 2:**
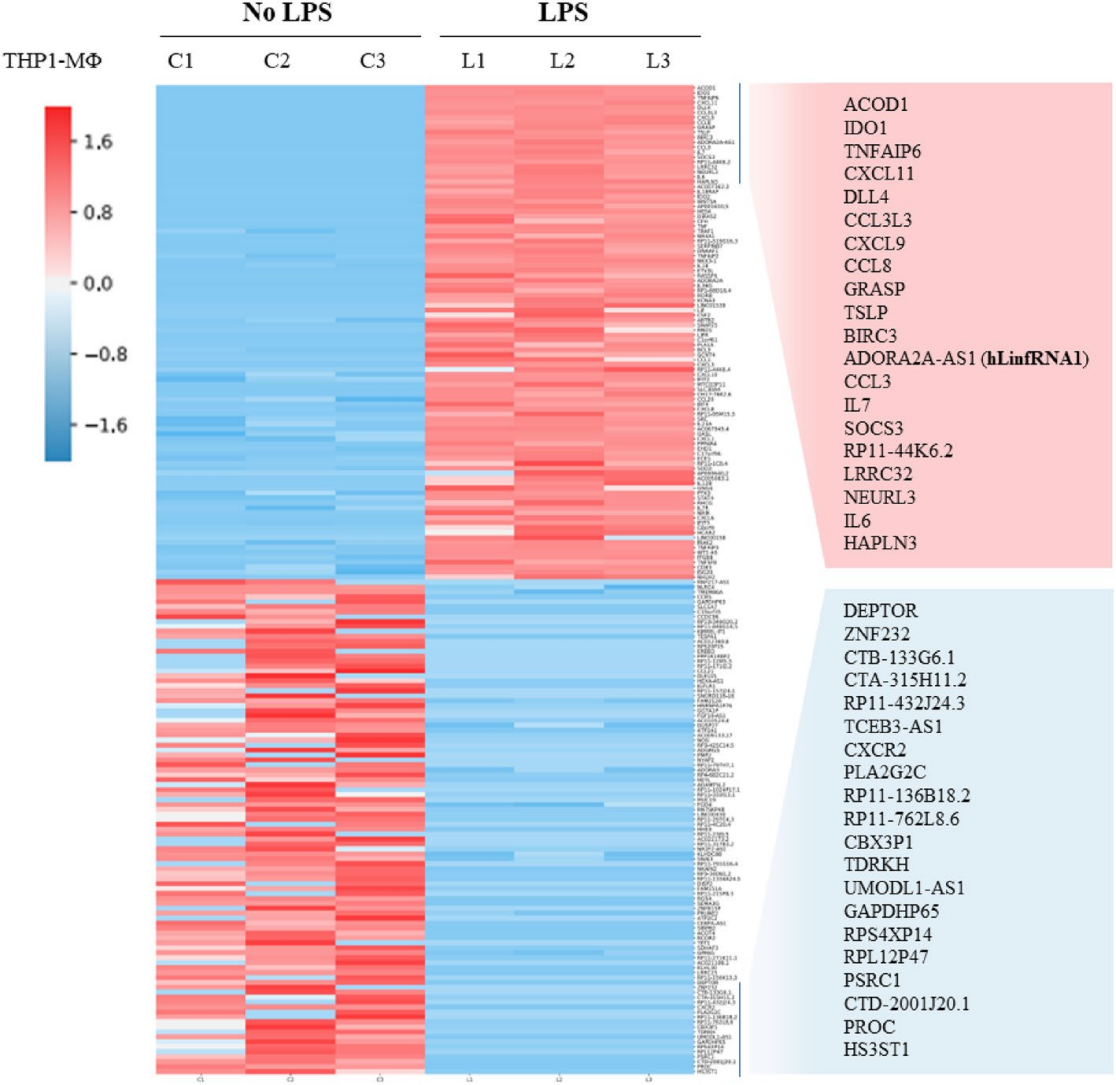
RNAseq analysis of LPS-treated macrophages. THP1** c**ells were differentiated into PMA into macrophages (THP1-MΦ), treated with LPS (1.0 μg/mL) for 4 h. Total RNA was extracted from the control cells (C1–C3) and LPS-treated THP1-MΦ cells (L1–L3), quantified and subjected to ribo-depletion followed by library construction using the Illumina TruSeq Stranded Total RNA Library Prep Gold kit. Libraries were sequenced in an Illumina NovaSeq instrument. Differential gene expression analysis was done using the R package edgeR (v3.10.5) (PMID:19910308). Differentially expressed genes (log2 -old) were plotted as a heatmap. Cutoff values of absolute fold change greater than 2.0 and FDR ≤ 0.05 were used to select for differentially expressed genes between sample group comparisons.

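With these values as thresholds, 2119 genes were differentially expressed between LPS-treated and control THP1-MΦ, of which 1318 were raised and 801 were lowered. A total of 2979 genes had an adjusted p-value at or under 0.05 whatever their fold change. The 3 LPS libraries lay wholly above or wholly below the 3 controls in 36.6% of all tested genes, where chance gives 10%. In 144 of the raised genes every control was at the floor, and in 42 of the lowered genes every LPS library was. Raised genes had a median of 768 counts per library, lowered genes 424.5, and genes not called 164. A test against a 2-fold change, in place of a test against no change followed by the fold change threshold, moved the number of called genes most, to 991. Scaling by library size alone shifted the median log2 fold change of all genes from -0.05 to -0.41 and turned the balance, with 968 genes raised and 1797 lowered. All 20 upregulated genes that Fig. 2 names were tested and called raised, and in 17 of them every control was at the floor. By fitted log2 fold change, 16 of these were among the first 20 of all raised genes and all were among the first 100. Of the 20 downregulated genes that Fig. 2 names, 15 had enough counts to be tested, and all 15 were called lowered. In 13 of those 15 every LPS library was at the floor. Of the 15, 10 lost the call under at least 1 alternative. These were CBX3P1 and CTA-315H11.2 under 8 alternatives, TDRKH under 7, TCEB3-AS1 under 6, DEPTOR, AP001148.1 and UMODL1-AS1 under 4, and GAPDHP65, RPL12P47 and RPS4XP14 under 1, the fit without control replicate 2. The 20 upregulated genes kept the call under every alternative that tested them. The 5 genes without enough counts were ZNF232, CTB-133G6.1, PLA2G2C, RP11-136B18.2 and the antisense RNA that GENCODE release 29 names AL451069.3. When all genes with at least 1 count were tested, 4 of the 5 were called lowered, and CTB-133G6.1 was not (edgeR adjusted p = 0.0666).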

In addition to gene expression analysis, we also analyzed the different pathways that are potentially affected upon LPS stimulation of THP1-MΦ using Panther-based database analysis. These analyses demonstrated that highly affected pathways include Toll like receptor (TLR) signaling, gonadotropin-releasing hormone receptor pathways, inflammation mediated chemokine and cytokines signaling pathways, interleukin signaling pathways and others (Fig. 3, Table 2 lists some of the genes affected in respective pathways. 

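Of the 58 genes of Table 2, 57 were raised past the threshold when p-values were adjusted over all genes tested, and 58 passed it when adjusted over the list alone. The second number is not independent evidence, because the study chose the list on these samples. The exception was SNAI1, with 20, 0 and 0 counts in the controls and 89, 77 and 129 counts with LPS, a log2 fold change of 3.97 (standard error 1.58, edgeR adjusted p = 0.116). Without control replicate 1, which holds all of its control counts, the adjusted p of SNAI1 was 0.00649. IFNB1 and CETP passed with adjusted p-values of 0.0365 and 0.0196, and lost the call under 8 and 5 of 15 alternatives. JAK1 and STAT3 lost it under 3 alternatives, JUN under 2, and TXNL1, SMAD1 and DUSP8 under 1 each. The PANTHER gene lists were not analysed here. Sets of genes for the pathways of Fig. 3 were written from general knowledge of each pathway and tested with limma's camera at a preset correlation between genes of 0.01. Toll-like receptor signaling passed the threshold, with 20 of 48 tested genes raised, a median log2 fold change of 0.53 and an adjusted p of 6.51e-05. Interleukins and their receptors passed with 19 of 40 genes raised, a median of 1.36 and an adjusted p of 9.38e-09, and the chemokine ligands with an adjusted p of 4.86e-18. Apoptosis signaling had 18 of 43 genes raised, a median of 0.82 and an adjusted p of 8.70e-07. Oxidative stress response had 12 of 31 genes raised, a median of 0.57 and an adjusted p of 4.87e-05. JAK/STAT signaling had 8 of 23 genes raised, a median of 0.35 and an adjusted p of 0.00473. Interferon-stimulated genes, a set added beside the pathways, had 42 of 44 genes raised, a median of 4.39 and an adjusted p of 2.28e-35. Gonadotropin-releasing hormone receptor signaling did not pass, with 8 of 50 genes raised, a median of 0.16 and an adjusted p of 0.0997. With library size alone as the scale, the medians of JAK/STAT signaling and of this receptor set were -0.02 and -0.21, both still above the median of all genes on that scale. Ribosomal proteins, a control set, had an adjusted p of 0.726. Unlike camera, fry tests whether the genes of a set change without comparing them with other genes. With fry, all of these but the ribosomal proteins passed. With camera and a correlation estimated from the data, all 7 sets that had passed did so again except JAK/STAT signaling. Leaving out the genes that Table 2 lists moved JAK/STAT signaling and Toll-like receptor signaling most, to adjusted p-values of 0.909 and 0.166. The estimated correlation moved the 5 other sets that had passed most, to 0.00662 for the chemokine ligands, interleukins and interferon-stimulated genes and to 0.0285 for apoptosis signaling and oxidative stress response.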

Notably, TLRs are crucial players in inflammation and immune response^65–68^. TLRs are class of pattern recognition receptors (PRRs) which recognize a variety of pathogen-associated molecular patterns (PAMPs) and danger associated molecular patters (DAMPs) derived from various pathogens and trigger downstream signaling, induction of cytokines and pro-inflammatory genes resulting in inflammation, macrophage activation and immune response. Similar to TLR signaling, gonadotropin-releasing hormone receptor, chemokine and cytokines signaling, and interleukin signaling pathways are also closely integrated with inflammation response and immune signaling^69,70^. These analyses further demonstrated that LPS-treatment induced the inflammatory response in THP1-derived macrophages.

**Figure 3:**
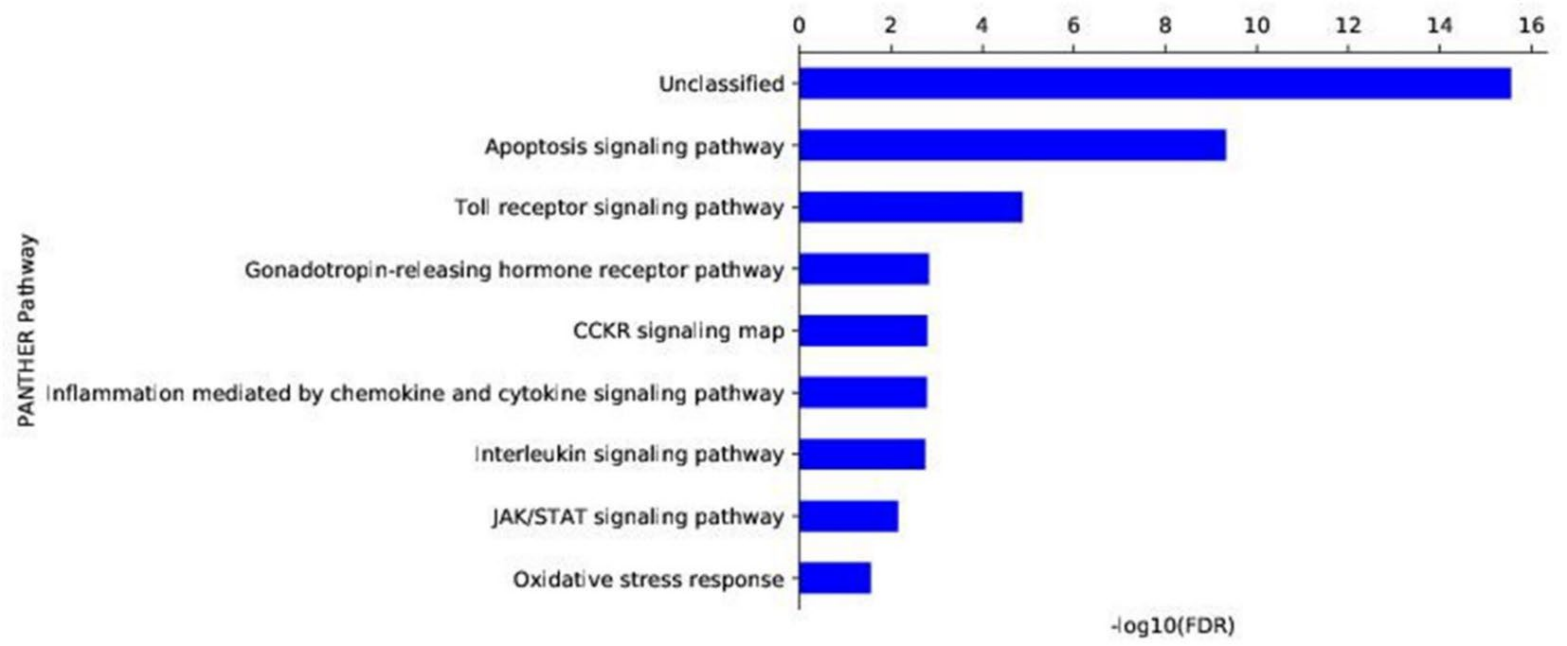
Pathways affected by LPS-stimulation of THP1-MΦ. RNAseq data was analysis using Panther-based data analysis to identify different signaling pathways that are affected by LPS-stimulation of macrophages.

**Table 2:** LPS-induced inflammation associated signaling pathways and genes expression.

Gene	Log2 fold change
Apoptosis signaling	
BIRC3	9.23
TNF	8.11
NFKB2	5.35
NFKBIA	5.26
BCL2A1	4.94
NFKB1	4.49
RELB	4.00
MAP2K3	3.88
CFLAR	3.58
TNFSF10	3.57
Toll receptor signaling	
NR4A1	7.99
SRC	6.57
BMP6	544
MAP3K8	5.27
SMAD1	4.92
PTGIR	3.98
ATF3	3.89
MAP2L3	3.88
JUNB	3.42
PTGER4	3.07
Gonadotropin-releasing hormone	
TNFAIP3	6.04
PTGS2	5.95
NFKB2	5.35
MAP3K8	5.27
NFKBIA	5.26
IFNB1	4.75
NFKB1	4.49
IRF7	3.90
MAP2K3	3.88
MYD88	2.65
Gonadotropin-releasing hormone	
NR4A1	7.99
SRC	6.57
BMP6	5.44
MAP3K8	5.27
SMAD1	4.92
PTGIR	3.98
ATF3	3.89
MAP2K3	3.88
JUNB	3.42
PTGER4	3.07
CCKR signaling map	
BIRC3	9.29
NR4A1	7.99
CXCL8	6.68
SRC	6.57
CXCL1	6.44
PTGS2	5.95
IER3	5.28
NFKBIA	5.26
CETP	4.59
SNAI1	3.10
Inflammation mediatedby chemikines	
CCL3L3	11.13
CCL8	9.82
CCL3	9.20
IL6	3.71
IL1B	7.52
BCL3,AC092066	6.96
CXCL10	6.80
CCL20	6.71
CXCL8	6.68
GNG4	6.27
Interleukin signaling	
IL6	8.71
CXCL8	6.68
IL23A	6.51
STAT4	6.26
ILIA	4.94
IL15RA	4.39
IL15	3.71
IL10RA	3.52
STAT5A	3.50
STAT2	3.02
Oxidative stress response	
DUSP8	5.21
DUSP2	5.00
MAP2K3	3.88
DUSP1	3.52
DUSP16	3.21
AC067945,STAT1	2.58
MYC	2.05
DUSP4	1.99
TXNL1	1.40
JUN	1.25
JAK STAT signaling	
STAT4	6.26
SOCS1	4.88
STAT5A	3.50
STAT2	3.02
AC067945,STAT1	2.53
JAK1	1.10
STAT3	1.10

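Gene types were taken from GENCODE release 29, and 2309 of the tested genes were noncoding RNAs. Of these, 101 were raised and 38 were lowered by LPS past the threshold. That is 6.02% of the noncoding RNAs against 14.8% of the protein coding genes. Fewer counts may account for part of this gap. At least 10 counts in every library were found for 658 noncoding RNAs and 10556 protein coding genes. In a fit of such genes, 75 noncoding RNAs were called, while 1076 protein coding genes were raised and 810 lowered. Every control was at the floor in 40 of the raised noncoding RNAs, and every LPS library was at the floor in 18 of the lowered ones. The 2 groups of libraries did not overlap in 23.4% of the tested noncoding RNAs, where chance gives 10%. Antisense RNAs made up 33 of the raised and 10 of the lowered transcripts, of 950 tested. For lincRNAs the numbers were 39 raised and 13 lowered, of 646 tested, and for sense intronic RNAs 7 raised and 1 lowered, of 179 tested. As strands were not separated in the counting, an antisense RNA can hold fragments of the gene it overlaps. A sense intronic RNA lies on the same strand as the gene around it. It can hold fragments of that gene whatever the strand setting. Among the alternatives, a filter of at least 10 counts in every library gave the fewest raised noncoding RNAs, 46, and the test against a 2-fold change the fewest lowered ones, 10. DESeq2 gave the most raised ones, 152, with 81 lowered. With library size alone as the scale, about as many noncoding RNAs were lowered as raised, 87 against 85.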

Interestingly, our analysis demonstrated that along with well-known protein coding genes, cytokines and chemokine, LPS-stimulation of THP1-MΦ, also significantly affected (induction and down regulation) the expression of many noncoding RNAs. 

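Values of 5 noncoding transcripts with at most 1 count in any control library follow, with positions on GRCh38. ADORA2A-AS1 (ENSG00000178803.10), an antisense RNA on the minus strand of chromosome 22 from 24429206 to 24495074, had 457, 473 and 275 counts in the LPS libraries. Its level with LPS was 27.8 ± 7.25 CPM (SD, n = 3), at least 141-fold higher than in the controls (edgeR adjusted p = 6.93e-06), or at least 6.00-fold higher with the floor of 3 groups of fragments. AC007362.3 (ENSG00000225216.6), on the minus strand of chromosome 2 from 205756469 to 205764006, had 367, 241 and 181 counts. At 17.6 ± 1.10 CPM (SD, n = 3) it was at least 89.6-fold higher (edgeR adjusted p = 3.00e-05), or at least 3.80-fold with the wider floor. AP001610.5 (ENSG00000228318.3), on the minus strand of chromosome 21 from 41441056 to 41445708, had 404, 295 and 155 counts. It reached 18.8 ± 4.36 CPM (SD, n = 3), at least 95.6-fold higher (edgeR adjusted p = 2.82e-05), or at least 4.05-fold with the wider floor. The antisense RNA ENSG00000259354.5, which GENCODE release 29 names AC025580.2 and the plot of CPM shows as hLinfRNA4, lies on the plus strand of chromosome 15 from 45448427 to 45513767. It had between 187 and 282 counts and was the transcript with 1 control count. Its level was 16.6 ± 5.05 CPM (SD, n = 3), at least 84.5-fold higher (edgeR adjusted p = 3.12e-05), or at least 3.58-fold with the wider floor. RP1-68D18.4 (ENSG00000255443.1), on the minus strand of chromosome 11 from 35210343 to 35214985, had 228, 77 and 109 counts. It reached 8.99 ± 2.78 CPM (SD, n = 3), at least 45.7-fold higher (edgeR adjusted p = 7.97e-04), or at least 1.94-fold with the wider floor. All 5 passed the threshold over all genes tested and also when adjusted over the list alone, though the study chose this list on these samples. Each was also called raised under all 15 alternatives that tested it. A filter of at least 10 counts in every library removes all 5, because their controls are at the floor.

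**Figure D1:**
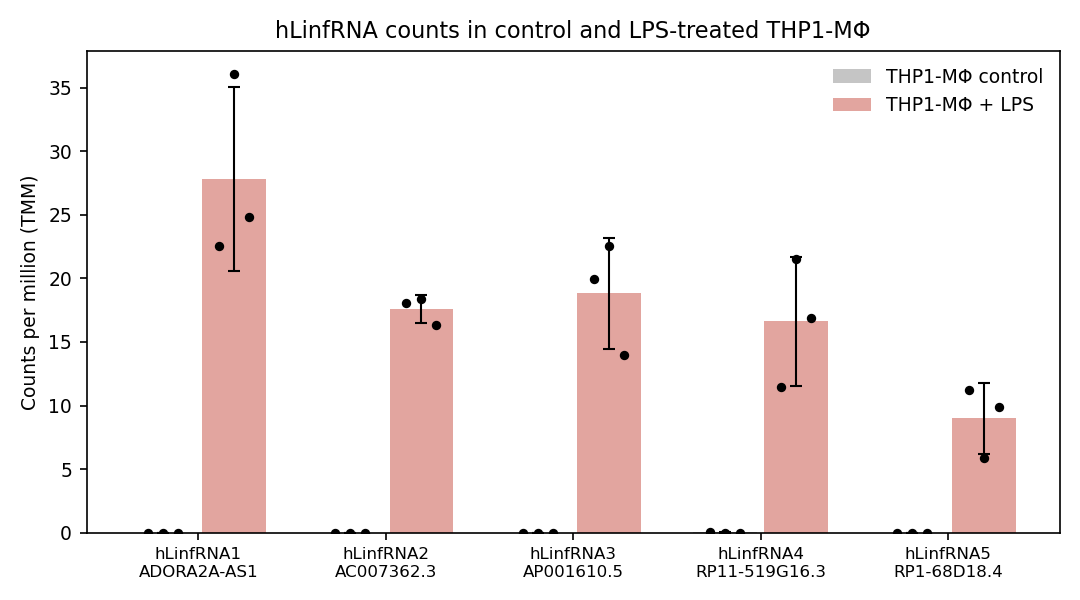
CPM of the 5 transcripts in control and LPS-treated THP1-MΦ, scaled with edgeR's TMM factors. Bars are means, error bars are the SD (n = 3) and points are single libraries, and the highest LPS library of ADORA2A-AS1 reaches 36.1 CPM while the controls stay at or near 0.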

The highly upregulated long-noncoding RNA transcripts include ADORA2A-AS1 (ADORA2A antisense transcript 1), AC007362.3, AP001610.5, RP11-519G16.3, RP1-68D18.4, and many others (Fig. 2). We termed this novel of class of noncoding transcripts as Long-noncoding inflammation associated RNAs, LinfRNAs. 

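Among the 2309 noncoding RNAs, ADORA2A-AS1 had the highest fitted log2 fold change, 11.72 (standard error 0.85), and it was in place 14 among all genes. RP11-44K6.2, a sense intronic RNA that lies inside IDO1 and that Fig. 2 also names, came second with 11.38 (standard error 0.90). An antisense RNA that overlaps IFI6, AL445490.1 in GENCODE release 29, came next. AP001610.5 followed in place 4 with 11.16 (standard error 0.99) and AC007362.3 in place 5 with 11.06 (standard error 0.99). RP1-68D18.4 was in place 6 with 10.09 (standard error 1.43), and ENSG00000259354.5, the only one of these with a control count, was in place 21 with 9.11 (standard error 0.96). Apart from ENSG00000259354.5 these genes were at 0 counts in every control, so their fitted values depend on the prior count and follow their levels with LPS. The differences between neighbouring places were smaller than the standard errors for the first 5 places.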

We labelled these human LinfRNAs (hLinfRNA) as hLinfRNA1 (ADORA2A-AS1), hLinfRNA2 (AC007362.3), hLinfRNA3 (AP001610.5), hLinfRNA4 (RP11-519G16.3), hLinfRNA5 (RP1-68D18.4) and others as their order of upregulation (Log2 fold change) in the RNAseq analysis. Significant induction of hLinfRNAs along with protein coding genes and cytokines suggest their potential association with inflammation, macrophage activation, and immune response. However, it’s important to note that though these hLinfRNAs are identified as a transcript induced by LPS and they are potentially involved with inflammation signaling, their detailed structures and functions mostly remain elusive.

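Each of the 5 hLinfRNAs overlaps at least 1 protein coding gene that was raised by LPS, and in each case such a gene lies on the opposite strand. ADORA2A-AS1 overlaps ADORA2A, which had 0 counts in every control and 224, 211 and 131 counts with LPS (edgeR adjusted p = 1.36e-04). At its other end it overlaps UPB1, with 0 counts in every control and 140, 14 and 75 counts with LPS (edgeR adjusted p = 0.0110). AC007362.3 lies within NRP2, which had a log2 fold change of 4.60 (standard error 0.16, edgeR adjusted p = 3.21e-09). AP001610.5 lies within MX1, with a log2 fold change of 5.69 (standard error 0.26, edgeR adjusted p = 1.83e-08), and next to MX2, with one of 4.90. hLinfRNA4 overlaps SLC30A4, with a log2 fold change of 7.31 (standard error 0.83, edgeR adjusted p = 5.88e-05). It also overlaps C15orf48 on its own strand, which had too few counts to be tested. RP1-68D18.4 lies within CD44, with a log2 fold change of 4.41 (standard error 0.12, edgeR adjusted p = 4.98e-10). Counting without regard to strand could have placed fragments of these genes in the hLinfRNAs, and the counts cannot show how many. From the induction of hLinfRNAs together with protein coding genes and cytokines, the paper proposes that they are associated with inflammation, activation of macrophages and the immune response.

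**Figure D2:**
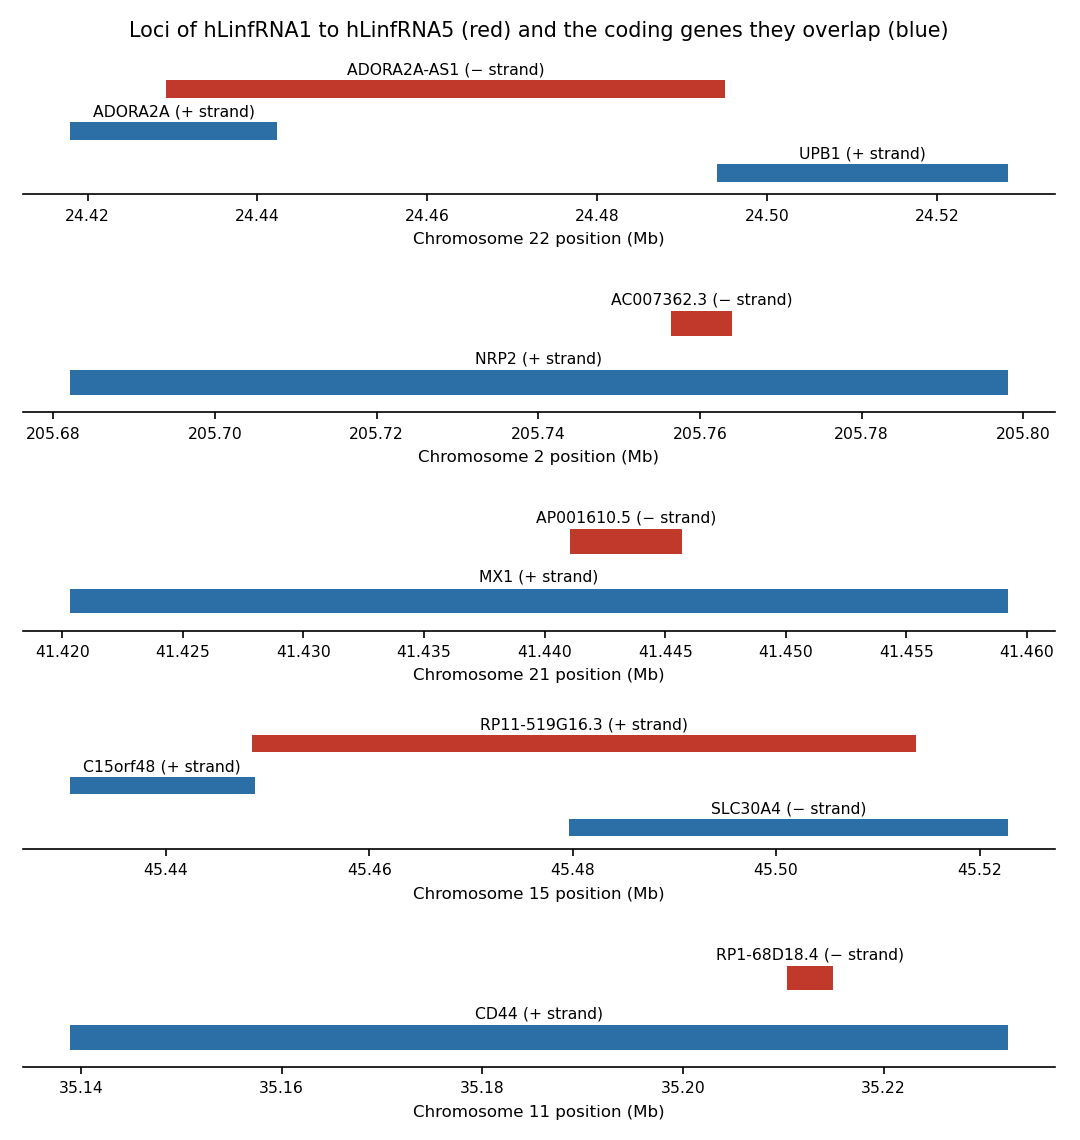
Loci of the 5 hLinfRNAs on GRCh38 with the protein coding genes they overlap, 1 panel per locus, with the chromosome position in Mb on the horizontal axis. Bars span each gene from start to end and are marked with its strand, each hLinfRNA overlaps a coding gene on the opposite strand, and the read-through gene SPECC1L-ADORA2A, with 2 counts in 1 control and 0 in the other libraries, is left out.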

### hLinfRNAs expressions are induced by LPS

To further confirm the LPS-induced expression of coding and noncoding transcripts, we performed RT-qPCR analysis for the above highly upregulated coding and noncoding transcripts in the control and LPS-treated THP1-MΦ cells. As seen in Fig. 4, LPS-treatment induced the expression (mRNA levels) of well-known cytokines such as IL6 (425 fold) and IL1β (20 fold), coding genes ACOD1 (700 fold) and IDO1 (240 fold), TNFαIP6 (TNFα inducible protein 6; 300 fold), CXCLL11 (chemokine; 270 fold), DLL4 (300 fold) (Figs. 4A-B). LPS-treatment also induced the noncoding transcripts such as LinfRNA1 (ADORA2A-AS1; 1.7 fold), hLinfRNA2 (AC007362.3; threefold), hLinfRNA3 (AP001610.5; 30 fold), hLinfRNA4 (RP11-519G16.3; 2.3 fold), and hLinfRNA5 (RP1-68D18.4; 40 fold) (Fig. 4C). In addition to the RNA level, we also analyzed the protein level expression of well-known pro-inflammatory genes IL6 and IL1β, and top protein coding genes such as ACOD1 and IDO1 using western blot (Fig. 4D, quantification in Fig. 4E, and supplementary Figure S1). Beta-actin was used as a loading control. Interestingly, the LPS treatment indeed induced the expression of IL6, IL1β, ACOD1, and IDO1 in protein levels. The LPS induced expression of pro-inflammatory cytokines (IL6, and IL1β), protein coding genes (e.g. ACOD1, IDO1 and others), and noncoding transcripts such as hLinfRNAs (#1–5), and others, suggest that hLinfRNAs are potentially associated with inflammation and immune response in macrophages. Thus, along with many protein coding genes, our RNAseq analyses led to the discovery of a series of human specific LinfRNAs (hLinfRNAs) that are potential regulators of inflammation and the immune response in humans.

**Figure 4:**
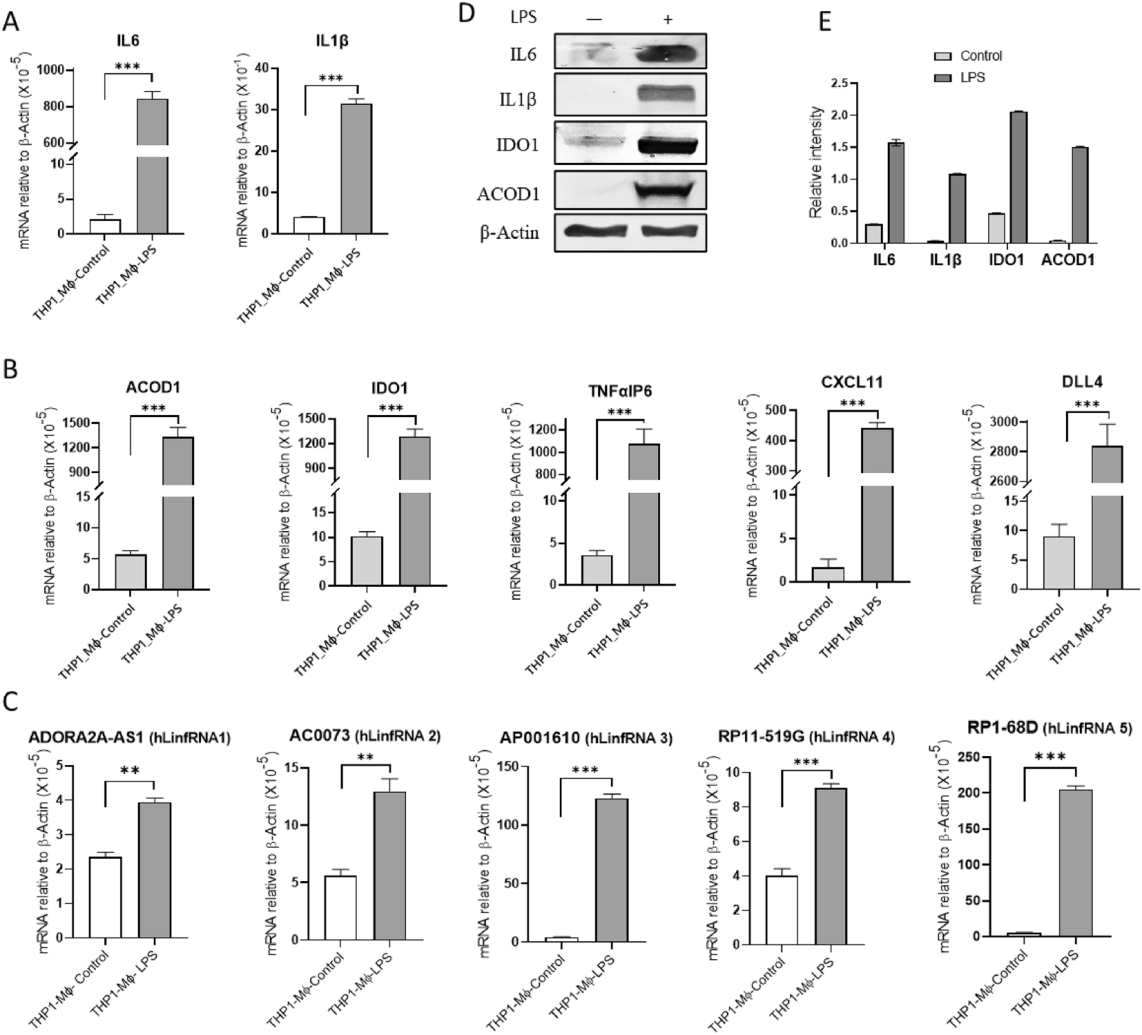
LPS induces inflammation in THP1-macrophages (THP1-Mɸ). THP1-Mɸ cells were treated with LPS (1 μg/mL, 4 h), total RNA and proteins were isolated. RNA was reverse transcribed to cDNA and analyzed by RT-qPCR for expression of proinflammatory cytokines like IL-6 and IL-1β (**A**), as well as top upregulated protein coding genes (found in RNA-seq analysis) including ACOD1 and IDO1 at transcript level (**B**); and hLinfRNAs (1–5) (**C**). (**D**) Western blot analysis of protein coding genes. Proteins from the control and LPS-treated THP1-MΦ were analyzed by Western blot using antibodies against IL6, IL-1β, ACOD1, IDO1, and β-Actin (control). Bands were quantified and plotted in Fig. 4E. The specific region selected for each western blot is shown by red–rectangle in original respective western blot in the supplementary figure S1. Each experiment was repeated at least thrice with three parallel replicates. β-Actin was used as loading control. Data represent mean ± SEM (n = 3); *p < 0.05, **p < 0.001, ***p < 0.0001.

### LPS-induced expression of hLinfRNAs at varying doses and varying time of LPS treatments

To further understand the potential association of LinfRNAs with inflammation, we examined their LPS-induced expression at varying concentration of LPS and varying time of LPS-treatments and compared that with well-known inflammatory markers such as IL6 and IL1β. Briefly, THP1-MΦ cells were treated with varying concentrations of LPS (0.1–1000 ng/mL, for 4 h) or for a varying time period ( up to 8 h) with 1000 ng/mL of LPS treatment. RNA was analyzed by RT-qPCR for the expression of LinfRNAs along with IL6 and IL1β. Dose-dependent analysis showed that the expression of IL6 and IL1β were increased with the increase in concentration of LPS and reaching a plateau at around 10–100 ng/mL and similar effects were observed for hLinfRNAs with some variations for different hLinfRNAs (Fig. 5). In particular, hLinfRNA1 (2.5 fold), hLinfRNA2 (fourfold), hLinfRNA4 (fourfold) and hLinfRNA5 (sevenfold) were induced by 2.5. 4, 4 and sevenfold respectively in response to LPS-treatment and reached a plateau at 1 ng/mL LPS (Fig. 5). Although, the hLinfRNA3 shows more dose dependent response and reaches the plateau around at 10 ng/mL like IL6. To be consistent for different genes, we used 1000 ng/mL LPS treatment for further studies.

**Figure 5:**
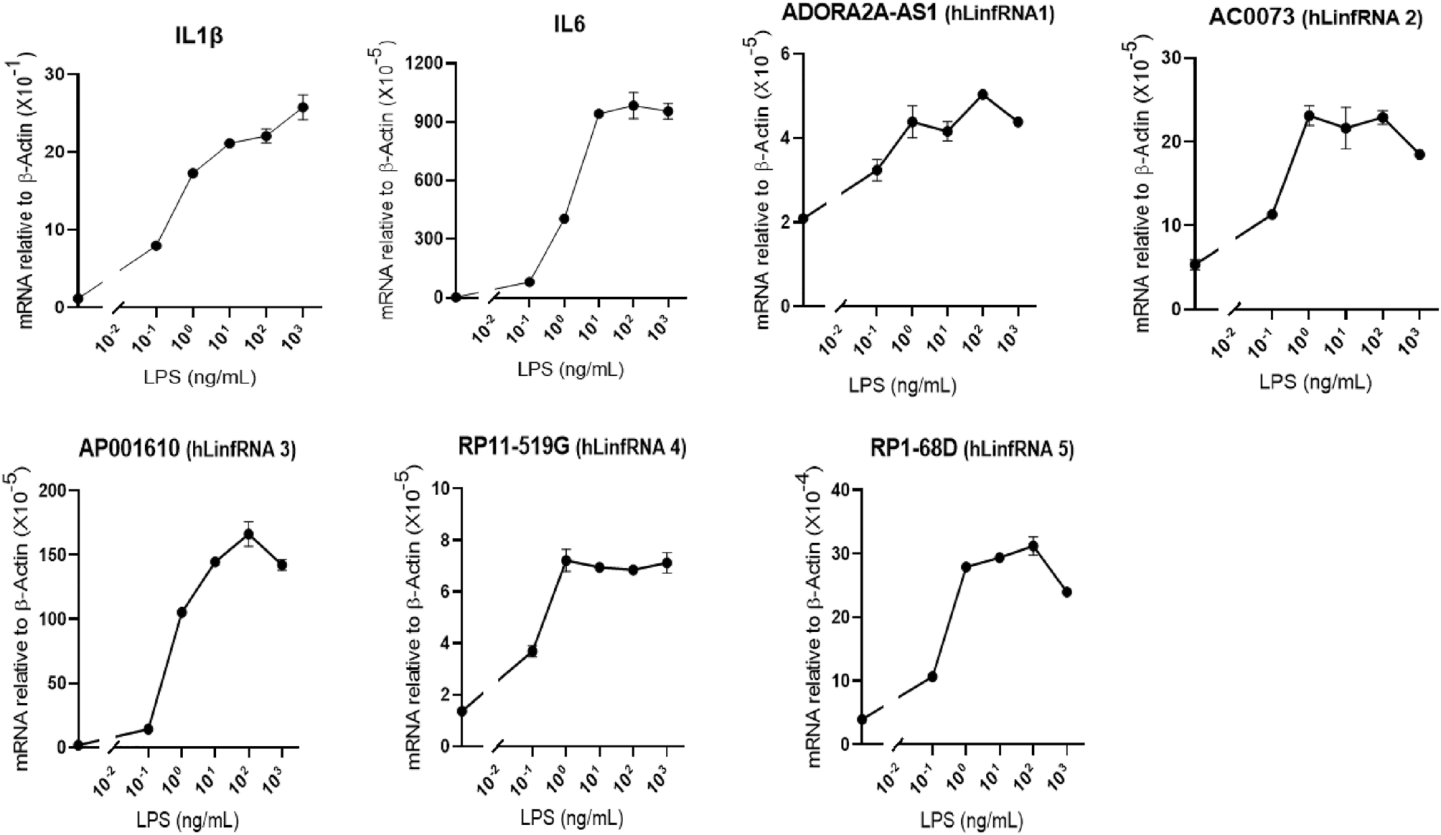
hLinfRNAs are expressed in a dose-dependent manner in THP1-macrophages (THP1-Mɸ) under LPS induced inflammation. THP1-MΦ cells were treated with varying concentration of LPS (0.1- 1000 ng/mL, 4 h), total RNA was isolated and analyzed by RT-qPCR for expression of proinflammatory cytokines (IL6, IL-1β) and top 5 hLinfRNAs. β-Actin was used as loading control. Data represents mean ± SEM (n = 3).

Temporal studies demonstrated that IL6 and IL1β were increased with time reaching a maximum around 6 h and then decreased (Fig. 6). Interestingly, similar to IL6 and IL1β, LinfRNA3 induction was increased with time reaching a maximum around 6 h and then decreased suggesting similar type of expression behavior of LinfRNA in comparison to the IL6 and IL-1β (Fig. 6). hLinfRNA4 expression followed is increased with time and potentially plateaued at round 6–8 h of LPS treatments. hLinfRNA5 is relatively early responsive, while hLinfRNA1 may be late responsive compared to IL6 (Fig. 6). Thus, even though hLinfRNAs expression are induced by LPS-stimulation of THP1-MΦ, each RNA may have distinct modes of regulation during inflammation and macrophage activation and this behavior is similar to many inflammation associated protein coding genes, cytokines and chemokines.

**Figure 6:**
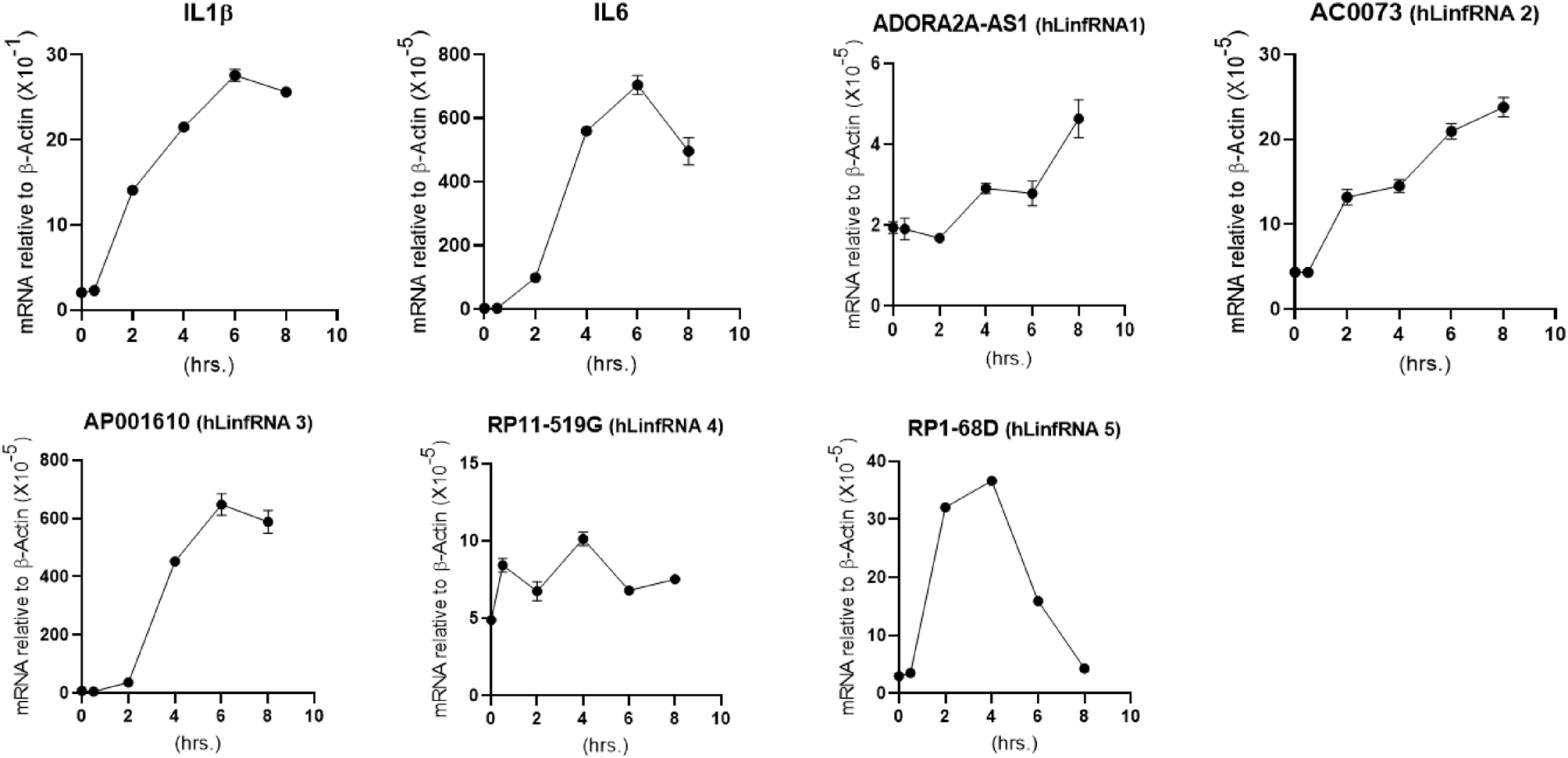
Temporal expression of hLinfRNAs under LPS-stimulation of THP1-Mɸ. THP1-Mɸ cells were treated with LPS (1 μg/mL) for varying time periods. RNA was analyzed by RT-qPCR for expression of proinflammatory cytokines (IL6, IL-1β) and top 5 hLinfRNAs. Each experiment was repeated at least thrice with three parallel replicates. β-Actin was used as loading control. Data represents mean ± SEM (n = 3).

### *LinfRNAs expressions are regulated *via* NF-κB*

Inflammation signaling is complex and may follow diverse pathways. Upon infections, pathogen associated PAMPs/DAMPs activate variety of PRRs (e.g. TLRs)^65–68^ that triggers signaling cascades and activates transcription factors such as NF-κB, AP1, IRFs, STATs, and induce transcription of pro-inflammatory genes (cytokines, chemokines, IFNs etc.) leading to inflammation response. LPS is well known to trigger TLR (TLR4 in particular) signaling and follow NF-κB activation. Here, initially, aimed to investigate if LinfRNA expressions are regulated by NF-κB activation. Briefly, THP1-MΦ cells were treated with IKKβ (IκB-kinase) inhibitors SC514 (25 and 50 µM, 1 h) followed by stimulation with LPS (1 μg/mL, 4 h), as described by us previously^32,33^. Notably, IKKβ is a kinase that phosphorylates IκBα (which inhibits NF-κB)^71–74^. Thus, the inhibition of IKKβ results in deactivation of NF-κB^73,74^. Thus, treatment with SC514 will result in inhibition of NF-κB activation and suppress inflammatory response. RNA and proteins from the control and SC514 treated (+ /− LPS-stimulation) THP1-MΦ cells were analyzed by RT-qPCR and Western blot for the expression of inflammatory genes and hLinfRNAs. Western blot analysis showed that LPS-treatment induced phospho-p65 (NF-κB subunit) as well as the phospho- IκBα level in comparison to the untreated control (Fig. 7A, quantification in 7B, supplementary figure S2), this LPS-induced increased phospho-p65 (NF-κB subunit) and the phospho- IκBα level was down-regulated upon treatment with SC514, suggesting LPS-induced activation of NF-κB and its deactivation by SC514. Notably, the total p65 level was mostly unchanged upon LPS or SC514 treatment, however, the IκBα level was reduced by LPS suggesting its degradation and this was inhibited by SC514 treatment (Fig. 7A, quantification in 7B, supplementary figure S2). The RNA from the control, SC-514 and LPS-treated cells were also analyzed by RT-qPCR for the expression of pro-inflammatory cytokine IL6. This analysis demonstrated that IL6 expression is induced by LPS-treatment, and this was significantly downregulated upon treatment with SC514, further demonstrating the SC514-mediated inhibition inflammatory response via inhibition of NF-κB activation (Fig. 7C). Interestingly, RT-qPCR analysis also demonstrated that LPS-induced expression of most hLinfRNAs (such as hLinfRNA1/2/4/5) were effectively suppressed by SC514, while expression of hLinfRNA3 was not affected (Fig. 7D). For example, similar to IL6, the expression of hLinfRNA1 (ADORA2A-AS1) was elevated (threefold) by LPS and treatment with SC514 down-regulated the LPS-induced elevation of hLinfRNA1 to almost basal level (Fig. 7D). Similar impacts of SC514 were observed for hLinfRNA2 and hLinfRNA4. (Fig. 7D), where LPS-induced expression was down-regulated to the basal level in presence of SC514-treatments. The basal level of expression (in the absence of LPS-treatment) of most hLinfRNAs were also suppressed by SC514-treatment. The LPS-induced expression of hLinfRNA5 was also repressed by SC514 (25%), though to smaller extent in comparison to hLinfRNA1, 2 and 4 (Fig. 7D). In contrast to IL6 and hLinfRNAs1/2/4/5, the LPS-induced elevation of hLinfRNA3 is most remain unaffected upon treatment with SC514 (Fig. 7D), These observations suggest that LSP-induced hLncRNAs1/2/4/5 expression are potentially regulated by NF-κB activation in macrophages, while hLinfRNA3 is likely regulated by other mechanism.

**Figure 7:**
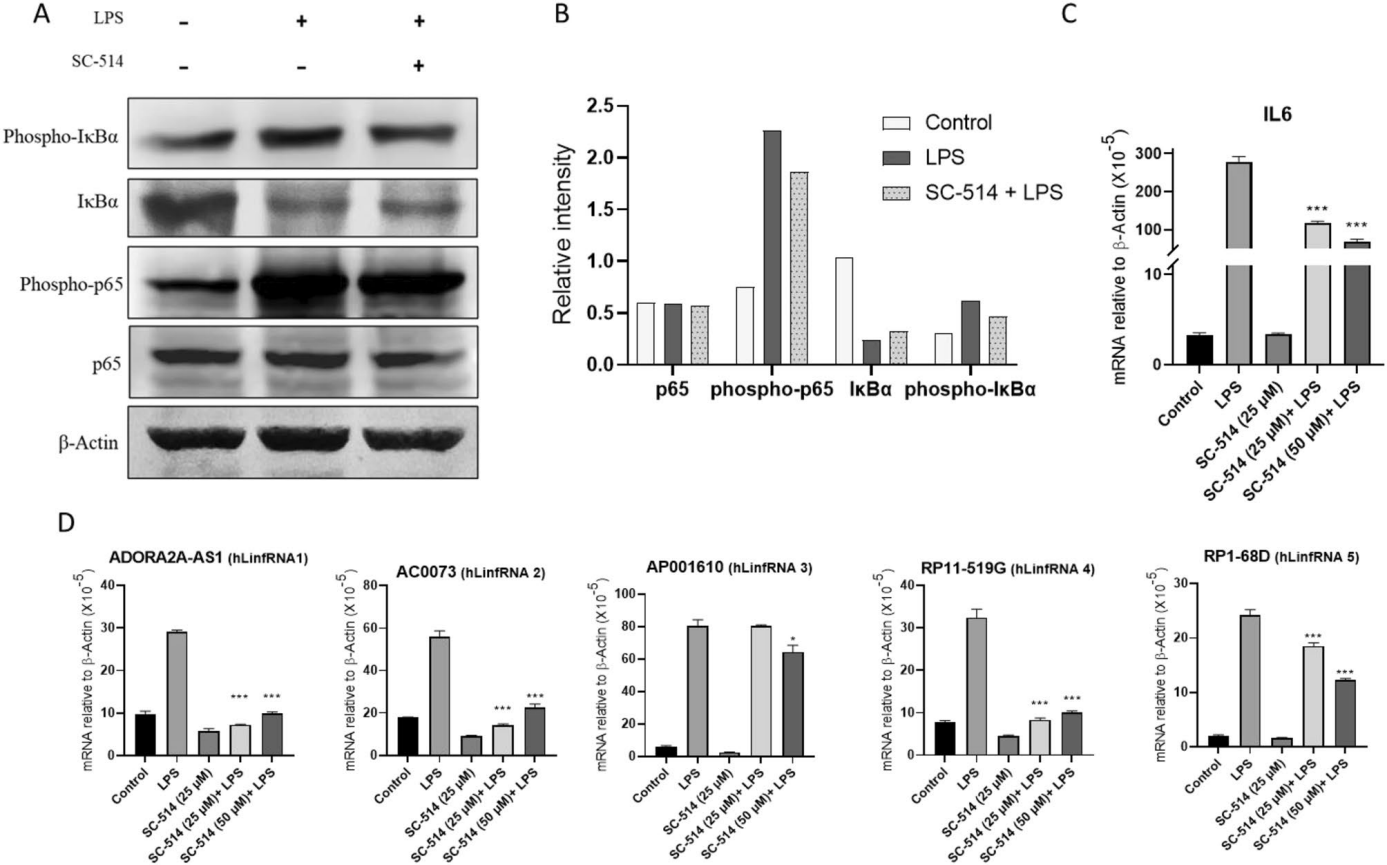
hLinfRNAs are regulated by NF-κB signaling pathway in THP1-macrophages. THP1-MΦ cells were treated with IKKβί (SC-514, 25 μM, 1 h) followed by LPS (1 μg/mL). RNA and proteins were isolated from the control and LPS (with and without SC514) -treated cells and analyzed by RT-qPCR and Western blotting respectively. (**A-B**) Western blot analysis for the IκBα, phospho-IκBα, p65 and phospho-p65 (β-actin was used as a loading control). Quantifications are shown in panel 7B. The specific region selected for each western blot are shown by red–rectangle in the original respective western blots, supplementary figure S2. C-D) RT-qPCR analysis for the expression of pro-inflammatory cytokine (IL6, panel **C**) and hLinfRNAs (1–5, panel **D**). Data represents mean ± SEM (n = 3). *p < 0.05, **p < 0.001, ***p < 0.0001.

### hLinfRNA1 knockdown downregulates pro-inflammatory cytokines expression under inflammation

To understand the potential function of LinfRNAs in inflammation, we knocked down one LinfRNA, hLinfRNA1 in macrophages and then analyzed its impacts on LPS-induced cytokine expression. To knockdown hLinfRNA1, we initially designed three antisense oligonucleotides (ASOs) for against hLinfRNA1 (Table 1) and tested for their knockdown efficacies, human beta-actin was used a loading control. hLinfRNA1-ASO1 and ASO3 showed effective knockdown efficacies of 50%) (Fig. 8A) and were used for additional experiments. Notably, hLinfRNA1 (NR_028484.3) is a 2831 nt long LncRNA with splice variants (NR_028483.2; 2052 nt), located in chromosome 22. Briefly, THP1-MΦ cells were transfected (48 h) with LinfRNA1-ASOs and scramble-ASO (control), independently, and then treated with LPS (additional 4 h). RNA was isolated and analyzed by RT-qPCR. Our analysis showed that hLinfRNA1 expression was induced by LPS and this was effectively knocked down (> 50%) upon transfection with hLinfRNA1-ASO1/ASO3 (Fig. 8A). Scramble-antisense has no significant impact on LPS-induced hLinfRNA1 expression. Interestingly, hLinfRNA1 knockdown down-regulated the LPS-induced expression of pro-inflammatory genes IL6, TNFα and IL1β significantly, suggesting critical roles of hLinfRNA1 in regulation of cytokines expression and inflammation in macrophage (Fig. 8A & 8B). Our observations demonstrated that hLinfRNA1 is not only regulated via NF-κB activation, but also is functional in regulation of NF-κB regulated cytokines expression during inflammation. Detailed roles of hLinfRNAs still remains elusive and our future goals.

**Figure 8:**
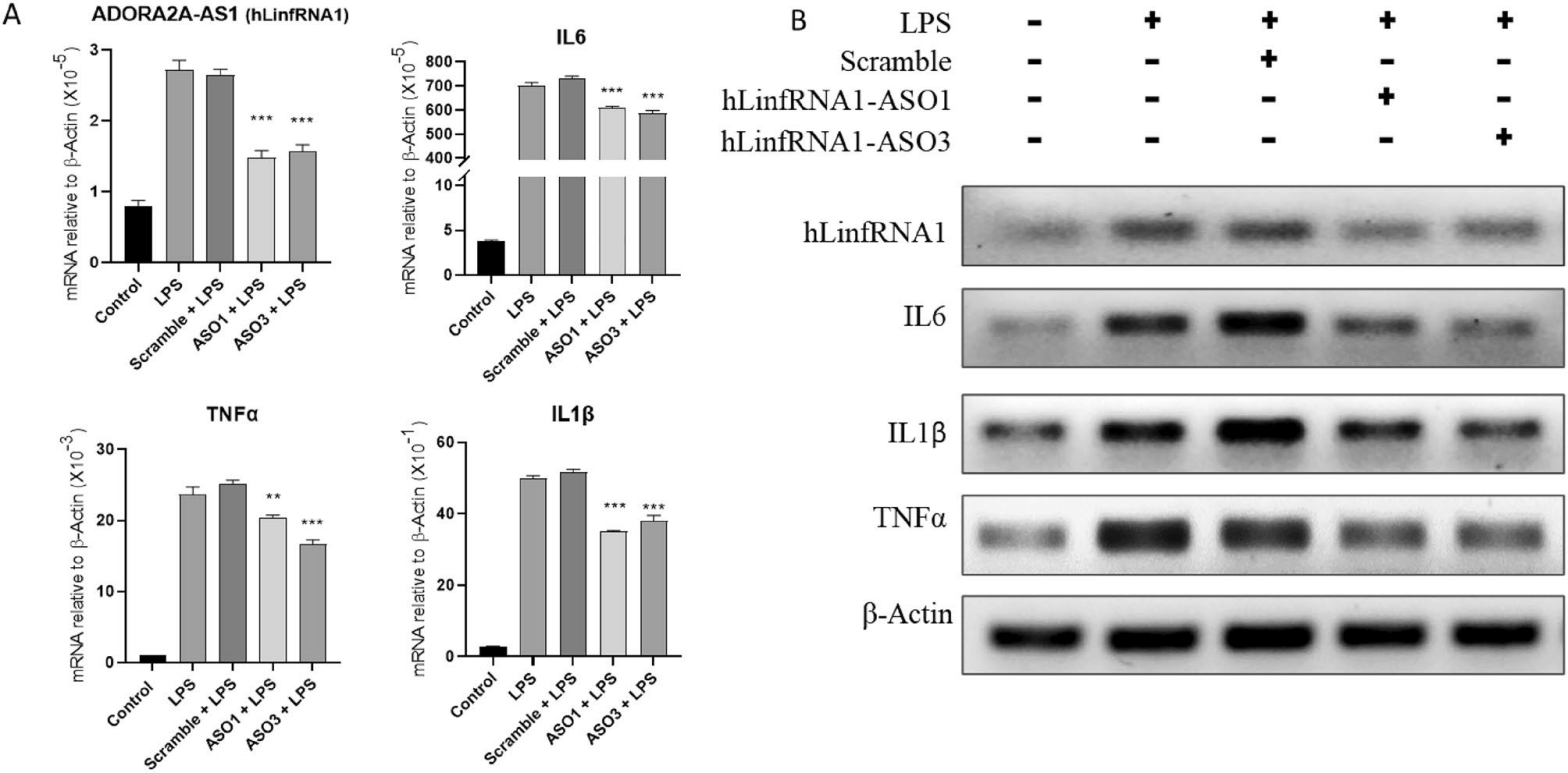
Knockdown of hLinfRNA1 down-regulates the LPS-induced inflammatory response in macrophage. THP1-MΦ cells were transfected with hLinfRNA specific antisense oligonucleotide (ASO1 and ASO3) and scramble antisense for 48 h, stimulated with LPS (1 μg/mL) and incubated for additional 4 h. RNA was analyzed by RT-qPCR for expression of hLinfRNA1 and proinflammatory cytokines IL6, TNFα and IL1β (Fig. 8A) and PCR amplified product was analyzed in 2% agarose gel electrophoresis (Fig. 8B). The specific region selected for each agarose gel is shown by red–rectangle in the supplementary figure S3. Each experiment was repeated at least thrice with three parallel replicates. β-Actin was used as loading control. Data represents mean ± SEM (n = 3); *p < 0.05, **p < 0.001, ***p < 0.0001.

## Discussion

According to the World Health Organization (WHO), infectious and inflammatory diseases remain a leading cause of death worldwide, with over 17 million new cases per year. Nearly 50,000 people die every day from infectious diseases^75^ because no treatments are available for many of these conditions. Sepsis, bowel disease, colitis, stroke, respiratory disease, obesity, diabetes, and cancer all have roots in chronic inflammation^76,77^. The prevalence of chronic inflammatory diseases is persistently increasing in the USA and around the world. Thus, understanding the mechanisms underlying inflammation and discovering novel regulators of inflammation are important for developing novel diagnostics and therapies.

NcRNAs are class of transcripts, which are encoded by the genome and transcribed, however, remains untranslated^78–83^. They are abundant in the cells and tissues and many of them are being detected in diseased cells, tissue, and circulating body fluids. NcRNAs are classified based on the sizes: small (< 50 nt), medium (50–200 nt), and long noncoding RNAs (lncRNAs, > 200 nt). Though, a large number of ncRNAs are being discovered, their structures and biochemical functions remains mostly unknown. NcRNAs, being nucleic acids, have the ability to interact with different proteins and other nucleic acids and thus, may contribute to alter protein and enzyme functions and may modulate cell signaling pathways, and ultimately may influence gene transcription, translation and gene expression processes.

Emerging evidence suggests that, along with protein-based factors, ncRNAs are also closely associated with inflammation and immune response. Our recent studies demonstrate that LncRNA HOTAIR plays key roles in cytokine regulation and inflammation in macrophages^32,33^. HOTAIR expression is upregulated in macrophages in response to LPS-induced inflammation. HOTAIR regulates NF-κB activation via regulation of IκBα degradation and hence regulates expression of cytokines and pro-inflammatory genes such as IL6, iNOS expression. Additionally, studies from our laboratory also demonstrated that HOTAIR regulates LPS-induced glucose transporter (Glut1) expression in macrophages and that in turn regulates the glucose uptake and metabolism. Notably, macrophages utilize glucose metabolism as a primary source of energy during inflammation. Thus, HOTAIR plays a critical role in regulation of inflammatory response and glucose metabolism in macrophages. Here, we aimed to discover novel lncRNAs that are critically linked to inflammation and immune signaling, in an unbiased manner. We performed an RNA-sequencing analysis in THP1-derived macrophages (THP1-MΦ) that were stimulated with LPS. Based on these analyses, we have discovered a series of novel human LncRNAs (termed as hLinfRNAs) that are potential regulators of immune response and inflammation. Similar to well-known protein coding genes and markers of inflammation, many hLinfRNAs are significantly up- and down-regulated upon LPS-induced inflammation in THP1-MΦ, suggesting their potential involved in macrophage activation, inflammation and immune signaling in human. Time course and concentration dependent LPS-stimulation induces these hLinfRNAs in macrophages. Thus, based on RNAseq analysis, we discovered a series of hLinfRNAs that are novel regulators of inflammation and immune signaling in humans. The functions of most of these LncRNAs remain elusive.

Inflammation and immune signaling are very complex processes and are associated with activation of macrophages and other immune cells^65^. The inflammation signaling may involve variety of pathways, receptors and factors. Notably, LPS in known to activate well known family of TLR receptors to induce inflammatory response. Among others, the transcription factor, NF-κB activation plays a central role in immune response and inflammation. NF-κB activation induces expression of NF-κB regulated cytokines and pro-inflammatory genes^65,84^. In the absence of any inflammation stimuli, NF-κB is complexes with I-κBα and remains inactive. However, upon inflammation signal, the I-κBα get phosphorylated followed by polyubiquitination and degradation. The degradation of I-κBα releases NF-κB (activated), which translocate to the nucleus, binds to the target gene promoters resulting in their induction in gene expression. As LPS-is well known to activate TLR signaling and NF-κB activation during inflammation, we investigated if newly discovered hLinfRNAs are potentially regulated via NF-κB signaling pathways. Towards, we applied well-known IKKβ inhibitor, SC514, which inhibits NF-κB. Importantly, application SC514 suppressed the LPS-induced expression of well-known cytokines and most hLinfRNAs (such as hLinfRNA1, 2, 4 & 5), suggesting their potential regulation via NF-κB signaling. Notably, there were few hLinfRNAs (such as hLinfRNA3) expressions were not affected upon NF-κB inhibition suggesting alternate mode of regulations.

The functions of most of these hLinfRNAs is unknown. To understand the potential roles of hLinfRNAs in inflammation, we knocked down the one of the hLinfRNAs, hLinfRNA1 (ADORA-2A-AS1), using anti-sense oligonucleotide (ASO) on in THP1-MΦ and analyzed LPS-dependent expression of cytokine expression. Interestingly, our results demonstrated that application of hLinfRNA1-ASO not only knocked the level of hLinfRNA1 expression, but also down-regulated the expression of well-known cytokines such as IL6, IL1β and TNFα. These observations demonstrate that hLinfRNAs are functional and are potential regulators of cytokines expression, inflammation, and immune response.

Independent studies from our laboratory and others demonstrate that lncRNAs plays critical roles in inflammation and immune signaling^32,85–91^ .LncRNA being long in sizes, have the ability interact with variety of proteins and transcription factors and modulate their activities and thus lncRNAs may influence enzymatic functions and cell signaling events. Our discovery of the series of hLinfRNAs suggests their potential functions in immune response and inflammation. 

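In the LPS-treated THP1-MΦ, the mean levels of the 5 hLinfRNAs were between 8.99 and 27.8 CPM. Those of 16 cytokine and chemokine genes that the paper names in its text or Table 2 were between 2.64 CPM for IFNB1 and 5563 CPM for CXCL8. In each library the median hLinfRNA was compared with the median cytokine gene, and the ratio was 10.7% ± 2.62 (SD, n = 3). Per kb of exon the ratio was 10.3% ± 1.59 (SD, n = 3). For 10 of the 16 cytokine genes, the lowest LPS library was above the highest LPS library of every hLinfRNA. The 6 others were IL6, TNF, CCL8, IL1A, IL15 and IFNB1, whose levels overlapped those of the hLinfRNAs or lay below the highest of them. CXCL9, IL7 and TSLP, which Fig. 2 names, were added after the values were seen, at 77.3, 24.5 and 33.4 CPM. With these the ratio moved most, to 12.6% ± 1.90 (SD, n = 3), and 11 of 19 cytokine genes lay above every hLinfRNA, with IL7 and TSLP among the 8 others. Genes are not independent replicates, so no test across genes was made.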

Notably, the expression levels of different LinfRNAs vary and often it is much lower in comparison to well-known cytokines and pro-inflammatory genes expression. However, their time course and response behavior follow similar patterns to many cytokine expressions. Like cytokines and pro-inflammatory genes, most LPS-induced hLinfRNAs expression are regulated via NF-κB signaling pathways. Additionally, independent knockdown of hLinfRNAs altered the expression of well-known cytokines and suggested their functionality in inflammation, macrophage activation and immune signaling. Irrespective of their level of induction, each hLinfRNAs are unique and expected to have their own mode of regulation and functions. Overall, here we discovered a series of novel hLinfRNAs that are potentially regulators of inflammation and immune signaling. A model showing the induction of hLinfRNAs during macrophage activation and their potential roles in inflammation and macrophage activation is shown in Fig. 9. Like many other lncRNAs, the functions of hLinfRNAs remain unknown and will require a significant amount of time for their structural and functional characterization. The modes of action of different hLinfRNAs may vary. Similar to other nucleic acids, hLinfRNAs may interact with proteins and enzymes regulating their structures and functions and eventually contributing towards regulation of gene expression and regulation, cell signaling and metabolism, differentiation, growth and development. Many lncRNAs may act as a precursor to microRNAs or may also act as microRNA sponge and thus, may regulate mRNA stability, functions, and cell signaling events. Misregulation of hLinfRNA may contribute towards human diseases. Nevertheless, the discovery of the novel hLinfRNAs opens new avenues for screening their expressions in different types of inflammatory and immune diseases towards discovery LinfRNA-based biomarkers and therapeutic targets.

**Figure 9:**
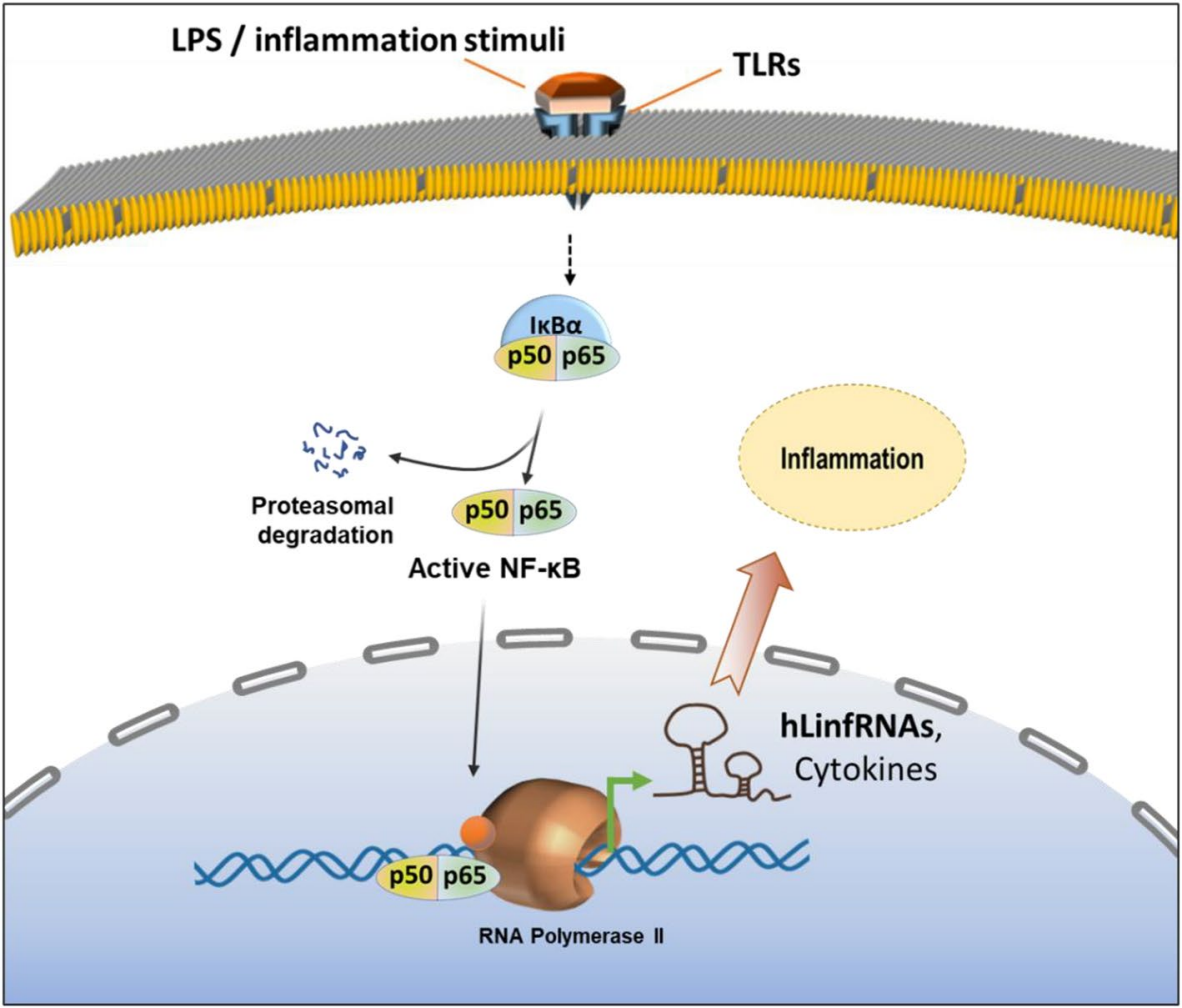
Model showing the induction of hLinfRNAs and their roles in inflammation. LPS induces TLRs activation and that triggers a cascade of downstream signaling including NF-κB activation and that induces expression of cytokines and pro-inflammatory genes. Our studies demonstrated that along with cytokines, LPS-induces the expression of a series of noncoding RNAs including LinfRNAs. LinfRNA expression are regulated via NF-κB signaling and potentially via other pathways. Knockdown of hLinfRNAs affect the expression of cytokines suggesting their functionality and potential roles in inflammation. Detailed structure functions of most hLinfRNAs remain elusive.

## Supplementary Information

Supplementary Information.

## Data Availability

All data generated or analyzed during this study are included in this published article [and its supplementary information files]. RNAseq data is available on https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE224561.

# Supplementary material for: Novel long non-coding RNAs associated with inflammation and macrophage activation in human
**Source:** Sci Rep. 2023 Mar 10;13:4036. doi: 10.1038/s41598-023-30568-1
**Supplement:** Supplementary file 1 — Supplementary Information.

# **Supplementary information**

## **Novel long non-coding RNAs associated with inflammation and macrophage activation in human**

Avisankar Chini<sup>1</sup>, Prarthana Guha<sup>1</sup>, Venkat Malladi<sup>3</sup>, Gibiao Zhao<sup>2</sup>, and Subhrangsu S. Mandal<sup>1\*</sup>

**Figure S1**

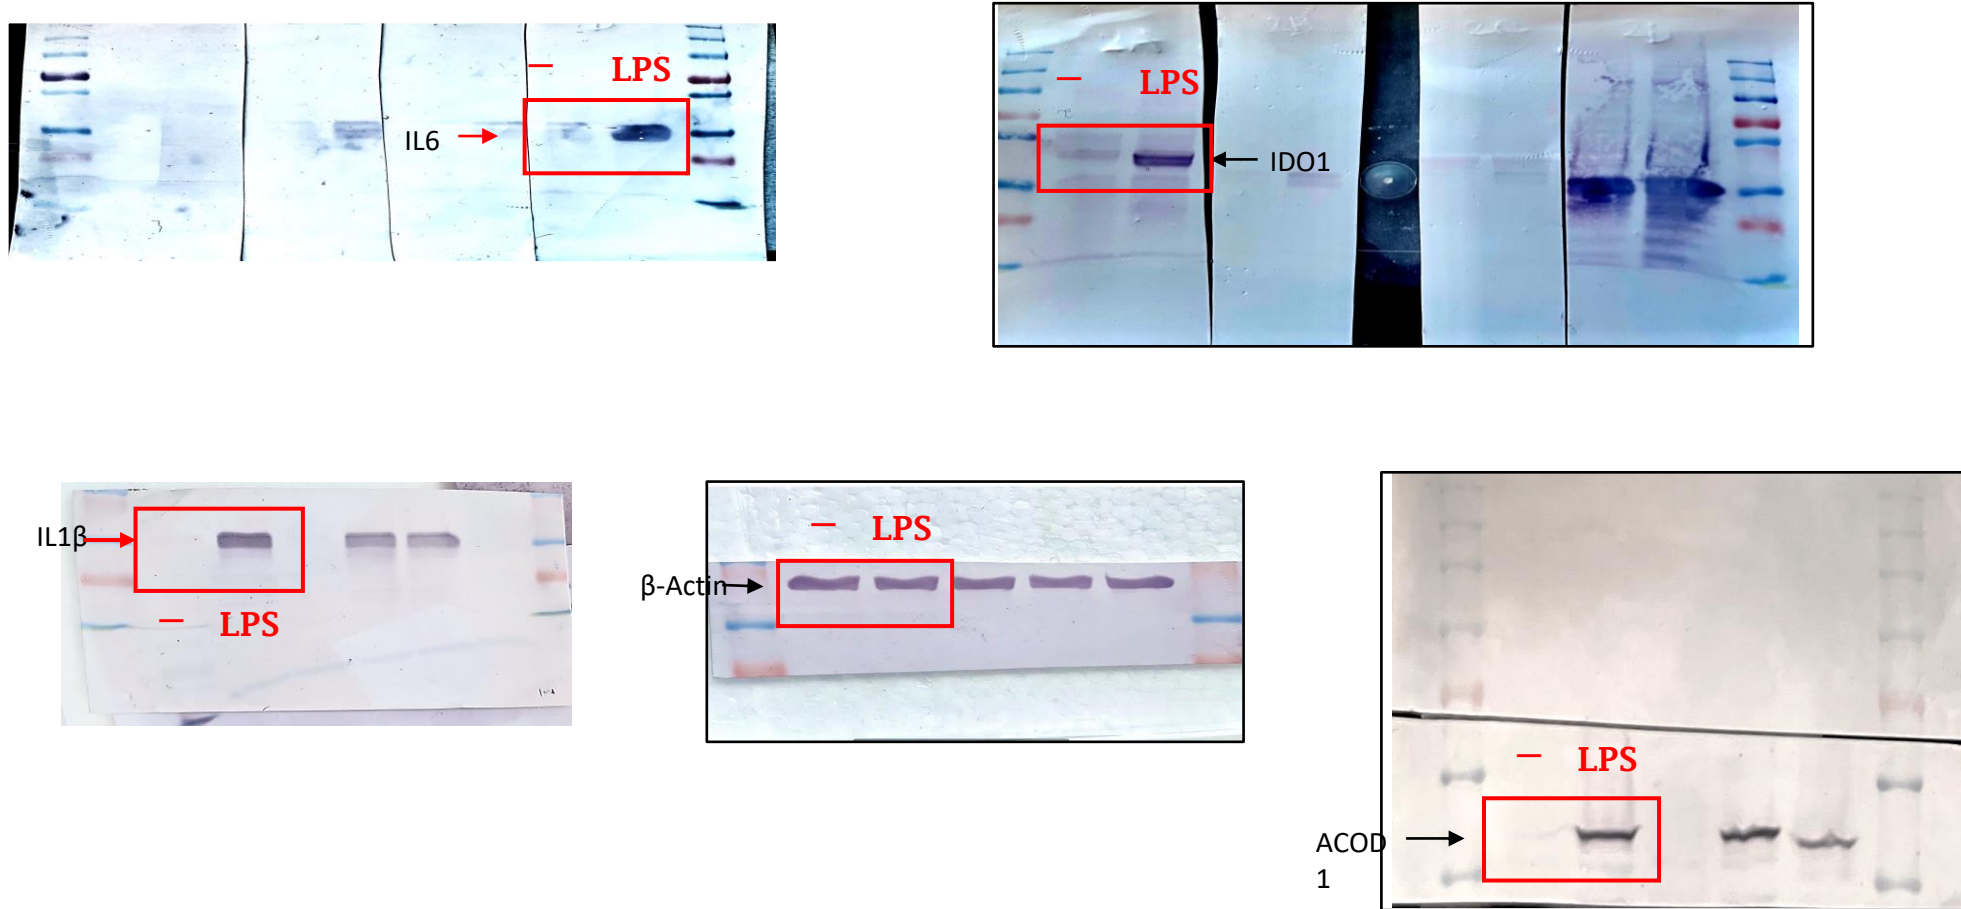

**Figure S1.** Western blot analysis of protein coding genes. Proteins from the control and LPS-treated (1 μg/mL, 6 h) THP1-MΦ were analyzed by Western blot using primary antibodies against IL6 (1:1000 dilution, GTX110527, GeneTex), and IDO1 (1:1000 dilution, 13268-1-AP, Proteintech), ACOD1 (1:1000 dilution, 775010S, Cell Signaling), IL1 β (1:1000 dilution, 16806-1-AP, Proteintech) and β-actin (1:1000 dilution, A2066, Sigma). For the secondary antibody treatment, membranes were incubated with AP-conjugated Goat anti-mouse (# ab97020, Abcam) or goat anti-rabbit secondary (# ab6722, Abcam) antibody and developed with BCIP-NBT (Alkaline phosphatase substrate, Promega) solution. (Images were taken with cell phone camera; quantified with ImageJ software normalizing with β-Actin as loading control).

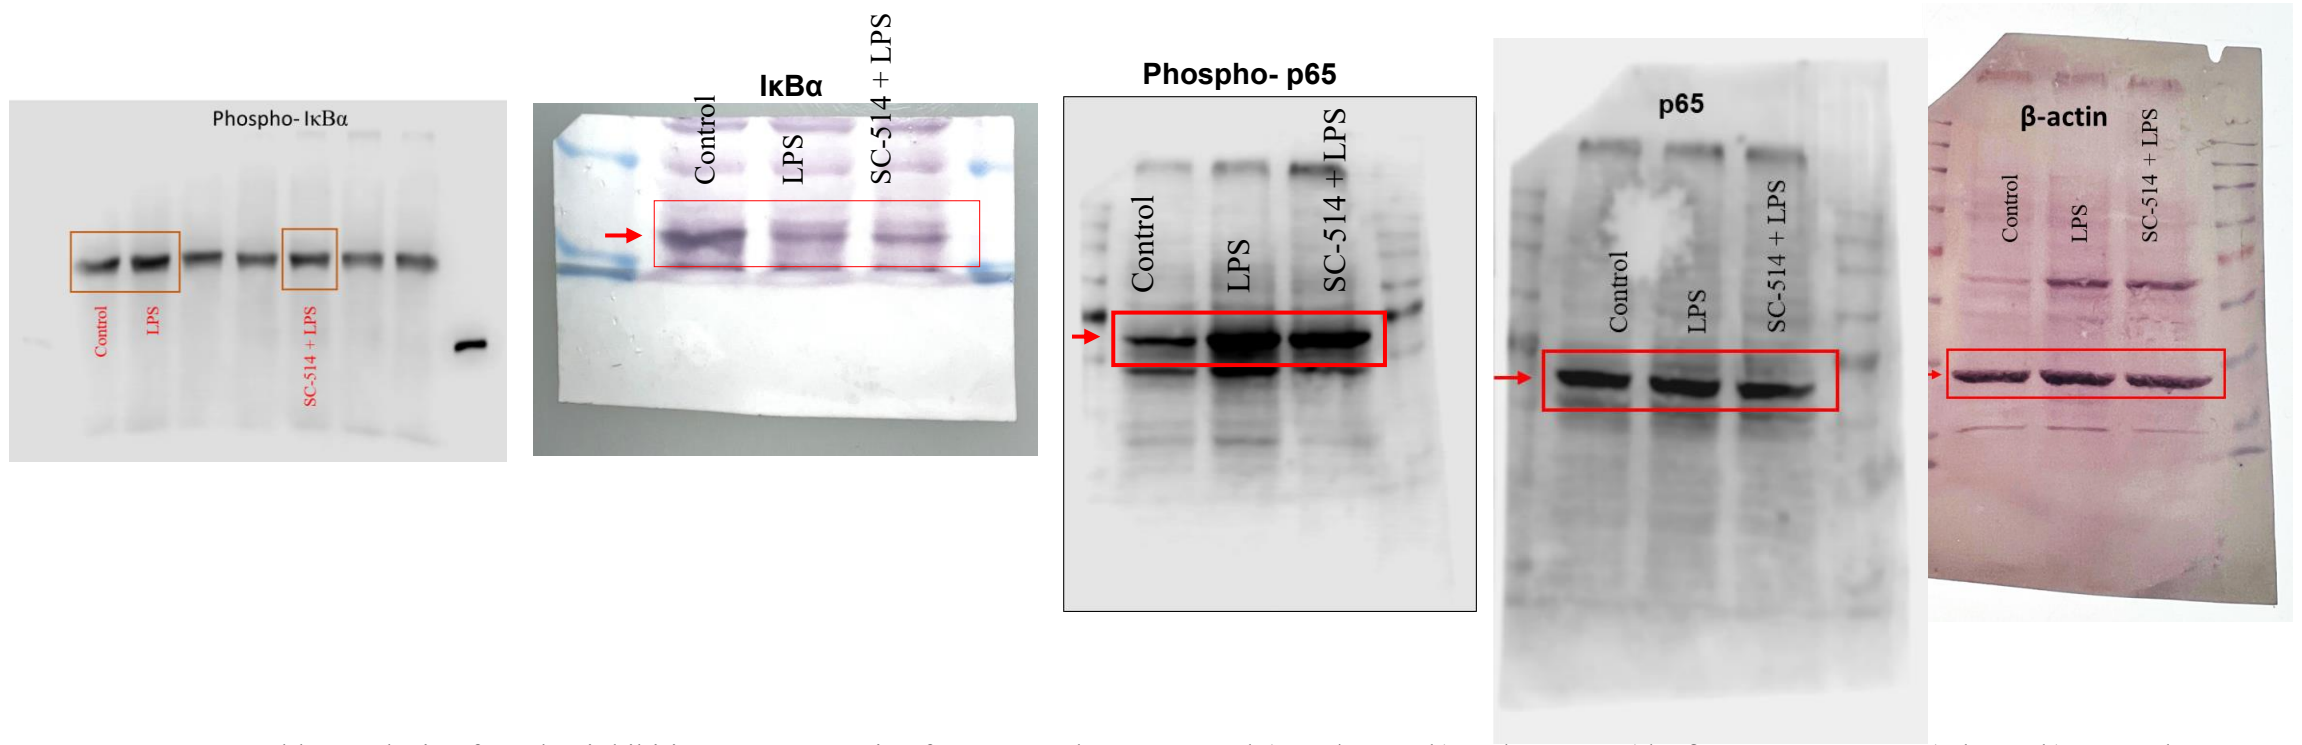

**Figure S2.** Western blot analysis of NF-κB inhibition assay. Proteins from control, LPS-treated (1 μg/mL, 1 h) and SC-514 (IkKβ<sub>i</sub> 25 μM) + LPS (1 h + 1 h) treated THP1-MΦ were analyzed by Western blot using primary antibodies against Phospho-IκBα (1:1000 dilution, 2859S, Cell Signaling), IκBα (1:1000 dilution, 4814T, Cell Signaling), Phospho-p65 (NF-κB subunit, 1:1000 dilution, 3033S, Cell Signaling), p65 (1:1000 dilution, 10745-1-AP, Proteintech) and β-actin (1:1000 dilution, A2066, Sigma). For the secondary antibody treatment, membranes were incubated with AP-conjugated Goat anti-mouse (# ab97020, Abcam) or goat anti-rabbit secondary (# ab6722, Abcam) antibody and developed with BCIP-NBT (Alkaline phosphatase substrate, Promega) solution. For ECL Western blot, we used Horseradish peroxidase conjugated goat Anti-Mouse (# ab6789, Abcam) or goat Anti-Rabbit (# ab6721, Abcam) secondary antibodies and developed with developed using Pierce ECL western blotting substrate in LI-COR C-Digit blot scanner. Bands were quantified with ImageJ software and plotted.

**Figure S3**

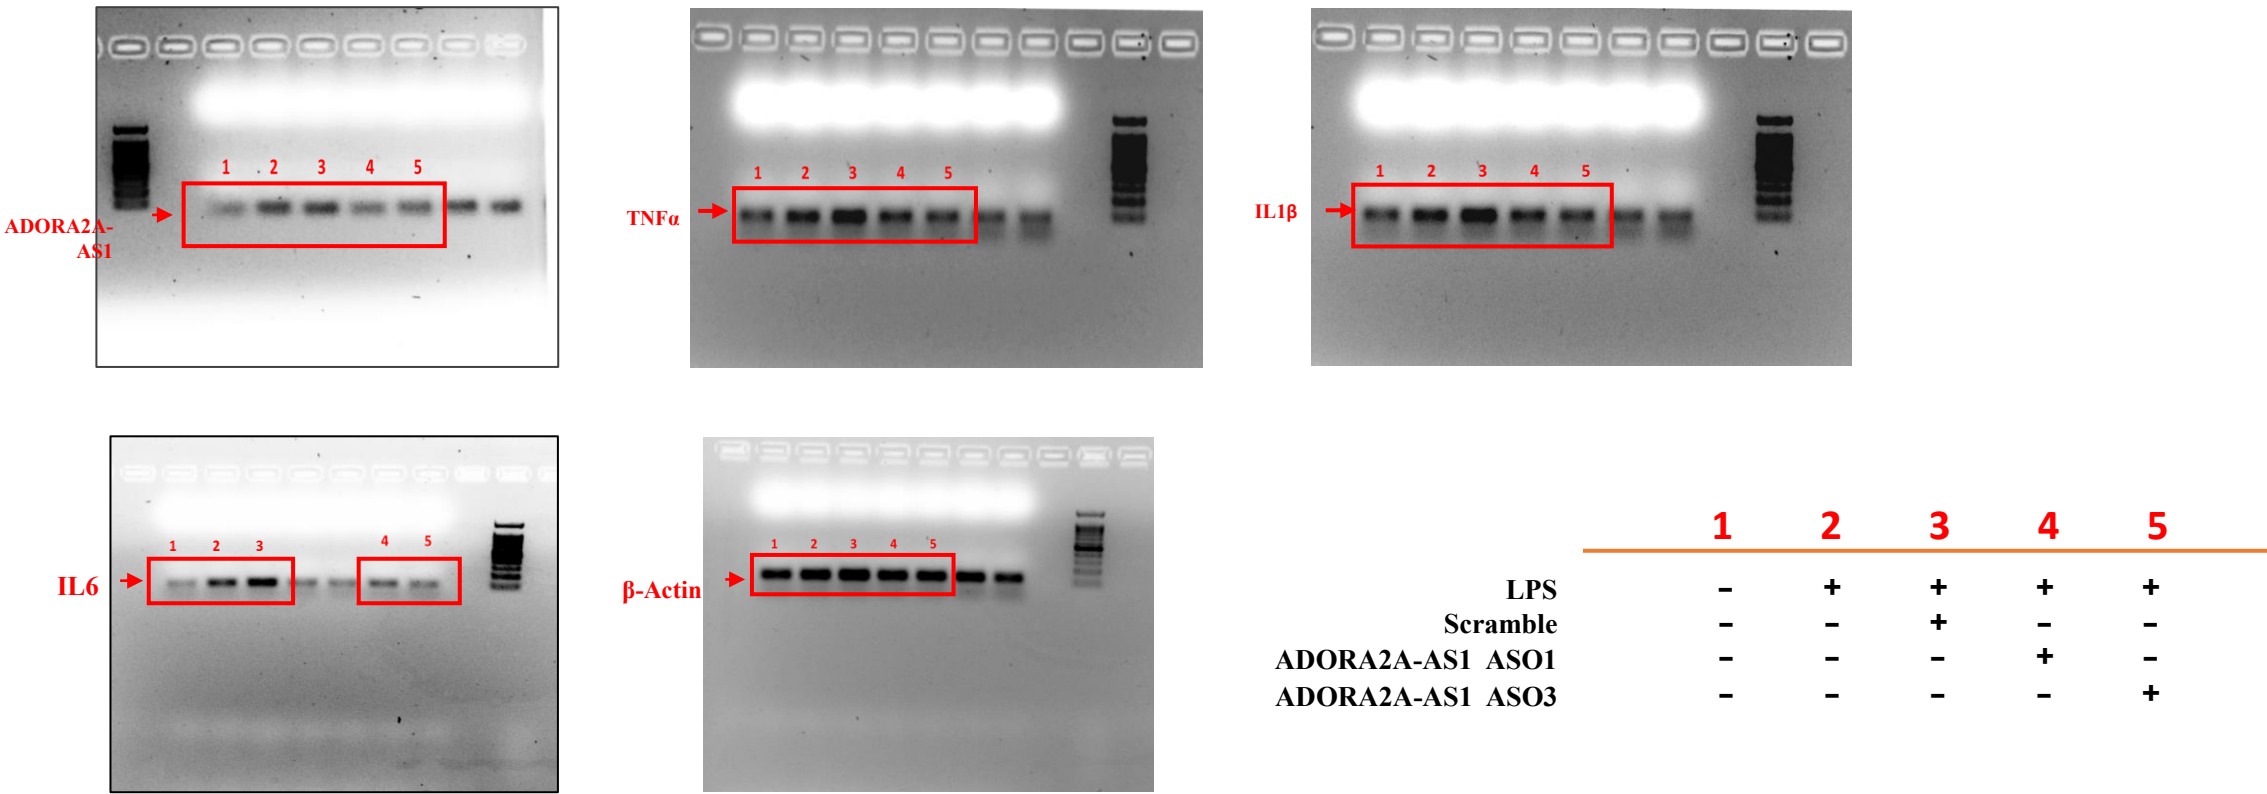

**Figure S3.** PCR analysis and agarose gel image of ADORA2A-AS1 (hLinfrNA1) knockdown. After RNA extraction (Trizol method), 1  $\mu$ g of total RNA was reverse transcribed into cDNA and used as template for PCR (details in cDNA synthesis in methods section). Equal volume (6  $\mu$ L) of cDNA was used as template and PCR amplified (semi-quantitative, total volume 20  $\mu$ L) with gene specific qPCR primers for 35 cycles with following setup. 5 min initial denaturation (95  $^{\circ}$ C), in-cycle denaturation (95  $^{\circ}$ C for 30s), annealing (58  $^{\circ}$ C for 20s), polymerization/extension (72  $^{\circ}$ C for 30 s) and 2 min final extension (72  $^{\circ}$ C). 15  $\mu$ L of PCR amplified product was mixed with 3  $\mu$ L of 6X gel loading dye and run in 2% agarose gel at 140V for 40 min. Gel image was taken by BioRad GelDoc system with default setup.

How the deposited data were processed for this re-analysis (not part of the article)

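RNA was sequenced from 3 cultures of untreated THP1-MΦ and 3 cultures of THP1-MΦ treated with LPS at 1 µg/mL for 4 h, with 1 library per culture. The samples were grouped by these conditions, and no other experiment of the paper was analysed here. The deposited values are expected counts per gene name, which the authors made by trimming with Trim Galore, aligning with HISAT, marking duplicates with Sambamba and counting fragments with featureCounts. The deposited headers record that marked duplicates were ignored, that fragments that map to several places were added as fractions, and that strands were not separated (strand setting 0). Between 13.5% and 15.7% of the nonzero counts in a library were not whole, and the values were not normalized. Each library lists 56634 gene names. Library totals were 12993101, 16054062 and 12012889 counts in the controls and 22783168, 14262821 and 13419904 counts with LPS.

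Gene types were taken from GENCODE release 29. Of the gene names, 35521 matched it by name and place, 19743 by identical coordinates, and 1370 did not match. Noncoding RNAs were 16231 gene names, of which 1111 were assigned by the form of their name alone, and 19676 gene names were protein coding. A gene listed on several sequences of the assembly was placed on its main chromosome.

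Counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, with a minimum count of 10 and a minimum total of 15, and scaled with TMM factors of 1.116, 1.135 and 1.158 in the controls and 0.893, 0.922 and 0.827 with LPS. A quasi-likelihood model with the condition as its only term was fitted to 17223 genes, with edgeR's default prior count of 0.125 for the log2 fold change. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change above 1, the thresholds that the paper states. The paper's text names edgeR, but not which of its tests or filters was used. Gene sets were tested with camera from limma 3.58.1 at a preset correlation of 0.01, which compares a set with all other genes. They were also tested with fry, which does not make that comparison. The sets were Toll-like receptor signaling, chemokine ligands, interleukins and their receptors, JAK/STAT signaling, apoptosis signaling, gonadotropin-releasing hormone receptor signaling, oxidative stress response, interferon-stimulated genes and, as a control, ribosomal proteins. DESeq2 1.42.0 was run as an alternative. Other steps used Python 3.11.15 with SciPy 1.17.1, pandas 2.3.3 and NumPy 2.4.6.

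The genes named in the text are those that the paper names in its RNA-seq results, Table 1, Table 2, Fig. 2 and its introduction, and ACTB. Added to these are the 5 genes with the largest rise and the 5 with the largest fall past the threshold, over all genes and over noncoding RNAs, with groups that do not overlap and a mean of at least 10 counts. This rule, the tests, the gene sets and the alternatives were set before the data were examined, unless the text says otherwise. Coding genes that overlap or lie beside a hLinfRNA, CCL4, IFI6 and genes that the paper lists but that were not called were named after their values were seen.

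A count of 3 in a library was taken as the floor, which was between 0.148 and 0.271 CPM. A fold change of a gene at the floor in every library of a group was computed against that floor. The floor covers counting error only, and an alternative floor of 3 groups of fragments, with group sizes from 12.4 to 36.5 counts per library, was added after the data were seen.

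The alternatives were DESeq2, upper-quartile normalization, library size only, edgeR's exact test and likelihood ratio test, a test against a 2-fold change, a fit of all genes with at least 1 count, a filter of at least 10 counts in every library, replicate numbers as a block, a prior count of 2, and leaving out each library in turn. For gene sets they were fry, a correlation estimated from the data, leaving out the genes of Table 2 and the block. The closing section gives their effect.

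The main model was tested on simulated data made from the control libraries' levels. Counts were drawn from the negative binomial distribution that edgeR assumes, with edgeR's fitted dispersions, and not in groups of fragments. Changes of 3 on the log2 scale were planted in 198 of 15485 genes, chosen among well counted genes only. The main model recovered 145 of the 198 (73.2%) and called 6 others, 3.97% of its calls. On the same data, false calls made up 26.4% of the calls of DESeq2, 21.1% of those of the likelihood ratio test and 16.4% of those of the exact test. A planted gene set had a camera p of 3.4e-65 and a random set one of 0.835. Shuffled calls gave a median odds ratio of 1.01 in the test of neighbouring genes, and planted ones an odds ratio of 42.6.

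RT-qPCR, western blots, immunofluorescence and knockdown data were not analysed here. The PANTHER analysis was not repeated, because its gene lists were not at hand.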

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

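All 4 tests in this part were chosen only after the values of these genes had been seen.

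CCL4L2, on chromosome 17 from 36210924 to 36212878, is a gene that the paper does not discuss, and it had the highest fitted log2 fold change of all tested genes. It had 0 counts in every control and 22224, 13191 and 11764 counts with LPS, so it was at least 5365-fold higher, or at least 227-fold higher with the floor of 3 groups of fragments. CCL4 is a near-identical copy of the gene, so fragments could be shared between the 2 genes. CCL4 had 9, 0 and 0 counts in the controls and 19112, 11787 and 9531 counts with LPS, a log2 fold change of 12.11. The ratio of CCL4L2 to CCL4 counts lay between 1.12 and 1.23 in the LPS libraries, a 1.10-fold range. Shared fragments would give such a constant ratio, but a rise of both genes would give it too, so which of the copies rose cannot be told apart for this pair. Sharing only moves fragments between the copies, and counted together they went from 9, 0 and 0 counts in the controls to 41336, 24978 and 21295 with LPS, at least 422-fold higher with the floor of 3 groups of fragments. This argues against sharing as the cause of the whole rise, so at least 1 of the copies rose. Depth argues little against the rise, since it is far larger than the differences in library total. That LPS induces at least 1 of the copies is a hypothesis found and tested on the same data.

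AL445490.1 in GENCODE release 29, an antisense RNA on the plus strand of chromosome 1 from 27669468 to 27703063, is also not discussed in the paper. It had 0 counts in every control and 361, 315 and 181 counts with LPS, so it was at least 98.6-fold higher, or at least 4.18-fold higher with the wider floor. The gene overlaps IFI6, which had 3463, 4151 and 3535 counts in the controls and 10219, 7481 and 6796 counts with LPS. A fixed share of the fragments of IFI6, counted without regard to strand, would have given 390.1 counts in the controls. The chance of 0 counts in all of them was 1.46e-04 after adjustment for 2309 noncoding RNAs, with the group size of each library taken into account, which argues against a fixed share as the whole cause. A share that changes with LPS, such as transcripts of IFI6 with another structure, was not tested. A rise of the RNA itself under LPS stays open as a hypothesis.

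AP001099.1 in GENCODE release 29, a lincRNA on chromosome 18 from 10594590 to 10604798 that the paper does not discuss, had 22, 14 and 142 counts in the controls and 0 counts with LPS. It was at least 19.4-fold lower (edgeR adjusted p = 0.0239). With a floor of 3 groups of fragments the bound was 0.923, so zeros from fragments counted in groups may account for this fall. Most of its control counts come from control replicate 3, and without that library its fitted log2 fold change was -7.16 and it was no longer called. It lost the call under 6 of 15 alternatives, and a fall under LPS stays open.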

How the results depend on the processing

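The floor of 3 groups of fragments was the only alternative for these results that was chosen after the data were seen, apart from 5 groupings of neighbouring genes and a wider list of cytokine genes named further on.

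Of 17223 genes tested, 2119 were called, 1318 raised and 801 lowered. Between 1741 and 1907 genes were called in the 6 fits that each left out 1 library. A test against a 2-fold change called 991 genes, 789 raised and 202 lowered, as this test is stricter by construction. With library size only, 1797 genes were lowered, because that scale shifts the median log2 fold change of all genes to -0.41. The number of genes raised stayed within 1.5 times the main number under every other alternative.

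The number of noncoding RNAs depended more on the settings. Against 139 called, 101 raised and 38 lowered, DESeq2 called 233 (152 raised, 81 lowered) and the likelihood ratio test 214 (71 lowered). The exact test gave 65 lowered, library size only 87, and the fit of all genes with at least 1 count 59. The test against a 2-fold change gave 65 called, 55 raised and 10 lowered. A filter of at least 10 counts in every library left 658 noncoding RNAs and gave 75 called and 46 raised. It removes genes with fewer than 10 counts in any 1 library, not only those at the floor in a group. Of the 101 raised in the main fit, 34 were also raised under this filter. With replicate numbers as a block, which the labels do not state as pairs, 24 were lowered. Without 1 library each, between 84 and 114 were called, between 59 and 93 raised and between 18 and 39 lowered. The lowest number called, 84, was without LPS replicate 1, and the lowest number raised, 59, without LPS replicate 3. Without LPS replicate 2, 87 were called, and without LPS replicate 1, 65 were raised. Only without LPS replicate 3, at 39, was the number lowered near the 38 of all libraries, and it was between 18 and 22 without any other library. The cause was not tested for DESeq2, the likelihood ratio and exact tests or the libraries left out. On simulated data, DESeq2, the likelihood ratio test and the exact test made more false calls than the main test. Those data followed edgeR's own model, without groups of fragments, and changes were planted only in well counted genes. They therefore cannot tell which test is right for these noncoding RNAs.

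Of 97 named genes tested, 94 passed the threshold, and 75 kept the call under every alternative that tested them. The filter of at least 10 counts in every library leaves 32 of them past the threshold, because it removes genes with fewer than 10 counts in any library. Over all alternatives, 1489 values of named genes were computed, of which 74 were weaker, 5 stronger and 1 reversed. The reversed value was the log2 fold change of ACTB, which was -0.093 with library size only against 0.27, on a scale whose median over all genes was -0.41. For 63 of the 97 genes, 1 or more of the 16 alternatives gave no value. The 5 hLinfRNAs were called raised under all 15 alternatives that tested them.

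Some gene sets depended on the genes that Table 2 lists. Without them the adjusted p was 0.166 for Toll-like receptor signaling and 0.909 for JAK/STAT signaling, and gonadotropin-releasing hormone receptor signaling turned to the opposite direction at 0.817. As the study picked those genes from these libraries, leaving them out lowers each set by construction. With a correlation estimated from the data, JAK/STAT signaling had an adjusted p of 0.0609, where its alternatives ranged from 1.37e-04 to 0.909. With fry, gonadotropin-releasing hormone receptor signaling passed at 0.00148, where its alternatives ranged up to 0.817. As fry does not compare a set with other genes, this pass does not conflict with the camera result. Beyond this, the cause was not tested.

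The odds ratio of neighbouring genes lay between 10.2 and 29.0 under all groupings, of which the overlapping, upstream and downstream groupings and both groupings without any overlapping coding gene were chosen after the data were seen. The ratio of hLinfRNA to cytokine levels is the same with library size only, by construction, and 10.3% per kb of exon. With the cytokine genes that only Fig. 2 names it was 12.6%, within the spread of the libraries.

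Depth limits the bounds on fold changes of genes at the floor. With the floor of 3 groups of fragments, the bound of ADORA2A-AS1 fell from 141 to 6.00 and that of RP1-68D18.4 from 45.7 to 1.94. For genes at lower levels, such as AP001099.1, no fall could be shown with that floor, at a bound of 0.923.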

Differences from the paper's values

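Of the comparisons in this part, those with the floor of 3 groups of fragments and those with the paper's dose series were chosen only after the values were seen.

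Table 2 was compared with fitted log2 fold changes, or with a lower bound where every control was at the floor. Of 60 printed values that were compared, 16 differed. For BIRC3 the paper's values are 9.23 and 9.29, and the bound was 10.85. The paper prints 544 for BMP6 in one place and 5.44 in another, and the value was 5.87. ATF3 is 3.89 in the paper and was 2.87, and PTGS2 is 5.95 in the paper and was 7.00. For CXCL1 the paper's value is 6.44 and the value found was 8.25. The paper prints 3.71 for IL6 in one place and 8.71 in another, and the bound was 6.65, which differs from the first only. For CXCL10 the paper gives 6.80 against 9.24, for CCL20 6.71 against 8.61 and for STAT4 6.26 against 8.34. IL15 is 3.71 in the paper and was 6.09. None of the alternatives set before the data were examined closed the gap for BIRC3, BMP6 at 544, ATF3, PTGS2, CXCL1, IL6 at 3.71, CXCL10, CCL20, STAT4 or IL15. With the floor of 3 groups of fragments, chosen after the values were seen, BIRC3 was at least 78.4-fold and IL6 at least 4.24-fold higher, bounds that lie under the paper's values.

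For 5 genes the value was no longer counted as differing under some alternatives set before the data were examined, and still was under others. A value could stop counting as different without moving nearer to the paper's value. CXCL8 is 6.68 in the paper and was 6.87. It no longer differed with upper-quartile normalization, library size only, the likelihood ratio test or a prior count of 2. The same held without control replicate 3, LPS replicate 1 or LPS replicate 3. With the likelihood ratio test its value stayed at 6.87. IL1B is 7.52 in the paper and was 7.76. It no longer differed with upper-quartile normalization, library size only, the likelihood ratio test, or on leaving out control replicate 1 or 3. With the likelihood ratio test its value was 7.75. The paper's value for CCL3L3 is 11.13 against 11.72. It no longer differed with DESeq2, library size only or on leaving out any 1 control. DESeq2 at 11.86 and the fit without control replicate 1 at 15.25 lay further from the paper's value than 11.72. Library size only gave 11.37, and the fits without control replicate 2 and control replicate 3 gave 11.05 and 11.24, all nearer. For IL15RA the paper gives 4.39 against 5.32. It no longer differed with DESeq2 at 5.36, library size only at 4.97 and without LPS replicate 2 at 5.20. The DESeq2 value lay further from the paper's value than 5.32. The nearest value, 4.75 without control replicate 3, still differed. For SOCS1 the paper gives 4.88 against 6.44. It no longer differed with library size only, a prior count of 2, or without control replicate 2, control replicate 3 or LPS replicate 1. The lowest value of SOCS1 over its alternatives was 5.43.

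The paper's RT-qPCR folds, first those of Fig. 4, were measured in separate cultures by another assay. By the paper's methods its cDNA was primed with oligo(dT), while the libraries were made from ribo-depleted total RNA. The assays therefore need not measure the same RNA. A bound was taken to differ from a fold only where it was more than 1.5 times as high. For other experiments at the same LPS dose and time, the paper states lower folds for IL6 and IL1B and a higher one for ADORA2A-AS1. Its folds thus vary between experiments, and those others were not compared here. For IL1B the paper gives 20-fold at Fig. 4, and the RNA-seq counts gave 216-fold. ACOD1 is 700-fold in the paper and was at least 2121-fold higher, and IDO1 is 240-fold in the paper and was at least 1978-fold higher. TNFAIP6 and DLL4 are both 300-fold in the paper and were at least 1587-fold and at least 2113-fold higher. CXCL11 is 270-fold in the paper and was at least 948-fold higher. For the hLinfRNAs, the paper gives 1.7-fold for ADORA2A-AS1 against at least 141-fold. It gives 3-fold for AC007362.3 against at least 89.6-fold, 30-fold for AP001610.5 against at least 95.6-fold, and 2.3-fold for hLinfRNA4 against at least 84.5-fold. RP1-68D18.4 is 40-fold in the paper and was at least 45.7-fold higher, which is above the paper's fold but not by that margin. None of the alternatives set before the data were examined closed the gap for the 10 genes before it. With the floor of 3 groups of fragments, chosen after the values were seen, the bounds were 6.00 for ADORA2A-AS1 and 3.58 for hLinfRNA4, which still differ. The bound of 3.80 for AC007362.3 stays above the paper's fold of 3, though by less than 1.5 times, and that of 4.05 for AP001610.5 lies under the paper's fold. With that floor the bounds of ACOD1, IDO1, TNFAIP6, CXCL11 and DLL4 were 89.9, 83.8, 67.2, 40.2 and 89.6, all under the paper's folds.

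For its dose series, which ends at the LPS concentration and time of the RNA-seq, the paper states other RT-qPCR folds for 4 of the hLinfRNAs. They are 2.5-fold for ADORA2A-AS1 against at least 141-fold, 4-fold for AC007362.3 against at least 89.6-fold, 4-fold for hLinfRNA4 against at least 84.5-fold, and 7-fold for RP1-68D18.4 against at least 45.7-fold. None of the alternatives set before the data were examined closed the gap for these 4. With the floor of 3 groups of fragments, only the bound of 6.00 for ADORA2A-AS1 still differs. The bounds of 3.80 for AC007362.3, 3.58 for hLinfRNA4 and 1.94 for RP1-68D18.4 are under the folds of the dose series. With that floor, hLinfRNA4 therefore differs from one of the paper's folds and not from the other, and without it the same holds for RP1-68D18.4.

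The paper numbers the hLinfRNAs by their upregulation. By fitted log2 fold change the order was ADORA2A-AS1, AP001610.5, AC007362.3, RP1-68D18.4 and hLinfRNA4, in places 1, 4, 5, 6 and 21 among noncoding RNAs. Only hLinfRNA4 had a control count, 1 in control replicate 1. Its log2 fold change of 9.11 reached 10.99 when 1 library was left out, above the 10.09 of RP1-68D18.4. By lower bound too, hLinfRNA4 at 84.5-fold was above RP1-68D18.4 at 45.7-fold. RP11-44K6.2 and AL445490.1 lay in places 2 and 3, and further noncoding RNAs lay between places 6 and 21. CCL4L2 had the highest fitted change of all genes and is not among the genes that Fig. 2 names. The paper lists SNAI1 in Table 2, and its adjusted p was 0.116 here. SNAI1 was called with DESeq2 (adjusted p = 0.0173), with all genes with at least 1 count (edgeR adjusted p = 0.0325) and without control replicate 1 (edgeR adjusted p = 0.00649), within a range from 0.00649 to 0.370 over its alternatives. Of the downregulated genes of Fig. 2, 5 were not tested after the filter. With all genes with at least 1 count, ZNF232, PLA2G2C, RP11-136B18.2 and AL451069.3 were called lowered, with edgeR adjusted p-values of 0.0257, 0.0314, 0.00992 and 0.00817. ZNF232 was also called without control replicate 3 and the other 3 genes without control replicate 2, and none of the 4 was called with an LPS library left out. CTB-133G6.1 was called under none of its 5 alternatives, with edgeR adjusted p-values from 0.0532 to 0.140. The paper names gonadotropin-releasing hormone receptor signaling among the affected pathways. A set written for that pathway had an adjusted p of 0.0997 with camera, so it did not stand out from other genes. It passed with fry at 0.00148, a test that does not compare the set with other genes.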

Other observations

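The tests of a fixed share of fragments, of the spread between replicates and of groups of fragments, of neighbours of noncoding RNAs that overlap no coding gene, and the 80 to 90% overlap group, were chosen only after the result had been seen.

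The 6 libraries can be split in 10 ways into 3 and 3. Only 1 of the 10 splits, the real one, gave as many as 2119 called genes, and the same holds for the 139 noncoding RNAs and for the 7 gene sets past the threshold, each with 1 of 10. The other splits gave from 2 to 5 gene sets past the threshold. As 10 splits cannot give a share under 10%, they do not exclude on their own that the cultures fell into such groups by chance.

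Noncoding RNAs raised by LPS tended to lie near raised coding genes. The nearest tested protein coding gene within 50 kb was raised for 55 of 78 raised noncoding RNAs (70.5%) and for 196 of 1896 others (10.3%), an odds ratio of 20.7 (two-sided Fisher's exact test, p = 5.82e-34). Neighbouring genes are not independent replicates, so this p overstates the evidence. Fragments of an overlapping gene counted without regard to strand would raise only noncoding RNAs that overlap one. Among those that overlap no coding gene the odds ratio was 12.7 (17 of 29 against 53 of 527, two-sided Fisher's exact test, p = 1.23e-09). Transcription past the end of a coding gene would not reach RNAs that lie upstream of their neighbour and past the end of no raised coding gene within 50 kb. For such RNAs, again without overlap, the odds ratio was 23.7 (10 of 15 against 27 of 347, two-sided Fisher's exact test, p = 7.75e-08). Both tests argue against those explanations as the whole cause. Among the 178 noncoding RNAs that overlap a raised coding gene, 38 (21.3%) were raised, so overlap alone did not make a call. A candidate explanation is that LPS acts on the locus, so that neighbouring transcripts rise together. Transcription upstream of a start site, a coding gene with an unannotated start or end, or transcription that runs on for more than 50 kb, was not tested.

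The 5 hLinfRNAs overlap raised coding genes and had 1 count in all controls together. ADORA2A had 0 counts in every control, so the control counts cannot test a fixed share of its fragments for ADORA2A-AS1. With LPS, ADORA2A-AS1 had 1205 counts against 566 for ADORA2A, a share of 212.9%. That share was between 0.488% and 60.6% for the 4 others and their overlapping genes. Of the exon bases of ADORA2A, 60.0% lie under exons of another gene, where fragments can be left uncounted. Its counts may therefore be too low and the share of 212.9% too high. For the 4 others, a fixed share of the fragments of the overlapping gene would have given 75.8 control counts, and the chance of at most 1 count in every control was 0.00198, read from the share of other genes at that level with at most 1 count. The hLinfRNAs were picked for a large fold change among many noncoding RNAs, so this chance is not a fair test. A fixed share and a rise of the RNAs themselves cannot be told apart for these 5 genes.

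Many genes had 0 counts in a library beside well counted replicates. For example, 231 genes had at least 20 counts in LPS replicate 1 and 0 in the other 5 libraries, against 48 such genes for LPS replicate 3. Counting error would give a variance near the mean, but the median ratio of variance to mean was 22.8. A spread between cultures in proportion to expression would make the ratio rise with the mean. It rose 1.22-fold, from 22.9 at 20 to 50 counts to 28.0 at 1000 to 5000 counts, while the mean rose 70.7-fold. Fractional counts do not account for it, since genes with whole counts in all libraries had a ratio of 23.6. The group size read from the share of zeros, 22.9 as the median of the libraries and from 12.4 to 36.5 among them, was near the ratio. These sizes were read at 20 to 40 counts, and the wider floor used them. The size rose with level in every library. From 10 to 20 counts to 40 to 80 counts it went from 11.9 to 21.3 in control replicate 1. In LPS replicate 3 it went from 10.5 to 14.1. The values go with fragments counted in groups, but whether the group size was constant stays open. In data simulated with groups of 24 counts the ratio was 17.1 at 1000 to 5000 counts and the size read from zeros 30.7. Neither measure thus gives the size exactly. As groups of constant size made the measures differ, their nearness in the deposited counts is not evidence for such groups. Divided by the group size, library totals were from 486927 in control replicate 3 to 1079430 in LPS replicate 3. What made such groups was not tested, and the deposited headers ask for marked duplicates to be ignored. Apart from a spread between cultures, no biological explanation was tested.

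CD68, the macrophage marker of Fig. 1A, had 4, 0 and 0 counts in the controls and 0, 31 and 0 counts with LPS. Of its exon bases, 85.8% lie under exons of another gene, and a fragment on exons of more than 1 gene may be left uncounted. Among coding genes with at least 90% of their exon bases under another gene, 347 of 386 (89.9%) were at or under 3 counts, against 3364 of 15306 (22.0%) with under 10%, an odds ratio of 31.6 (two-sided Fisher's exact test, p = 4.50e-174). With 10 to 80% the share was 476 of 2993 (15.9%), so it did not rise with overlap below 80%. In the group from 80 to 90%, which holds CD68, the share was 45 of 98 (45.9%), an odds ratio of 3.01 (two-sided Fisher's exact test, p = 2.26e-07). The near absence of CD68 counts is consistent with uncounted fragments, and a low level of its RNA stays open.

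Of 49 genes of Table 2 that were above the floor in a control, 34 lay within 0.5 of the paper's log2 fold change and 14 were more than 0.5 above it. With a prior count of 2, 11 of those 14 stayed more than 0.5 above, which argues against the prior count as the whole cause. The median difference from Table 2 was 0.08, and 0.00 with the prior count of 2.

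The RT-qPCR folds that the paper gives for the 5 hLinfRNAs at Fig. 4 are under the bounds from the counts, though for RP1-68D18.4 only by 40 against 45.7. With the floor of 3 groups of fragments the bounds of AP001610.5 and RP1-68D18.4, 4.05 and 1.94, are under those folds instead, and against the paper's dose series only the bound of ADORA2A-AS1, 6.00, is still above. Of the 5 primer pairs of hLinfRNAs in Table 1, 5 matched their own transcript and 0 primer pairs matched a transcript of a coding gene among 206694 transcripts searched. This argues against primer pairs that amplify a spliced coding transcript. Introns were not searched, so unspliced RNA of the overlapping gene stays open.

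Of the lncRNAs that the introduction names, HOTAIR, THRIL and PACERR had 0 counts in every library. All exon bases of THRIL (100%) lie under another gene, where fragments can be left uncounted. NEAT1 had a log2 fold change of 0.97 (standard error 0.11, edgeR adjusted p = 5.74e-05), under the fold change threshold. It was called without control replicate 3, at 1.06, and without LPS replicate 1, at 1.05.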
